# The G Protein-Coupled Bile Acid Receptor TGR5 (Gpbar1) Modulates Endothelin-1 Signaling in Liver

**DOI:** 10.3390/cells8111467

**Published:** 2019-11-19

**Authors:** Caroline Klindt, Maria Reich, Birte Hellwig, Jan Stindt, Jörg Rahnenführer, Jan G. Hengstler, Karl Köhrer, Kristina Schoonjans, Dieter Häussinger, Verena Keitel

**Keywords:** bile acids, endothelin-1, sinusoidal endothelial cells, hepatic stellate cells, portal hypertension

## Abstract

TGR5 (Gpbar1) is a G protein-coupled receptor responsive to bile acids (BAs), which is expressed in different non-parenchymal cells of the liver, including biliary epithelial cells, liver-resident macrophages, sinusoidal endothelial cells (LSECs), and activated hepatic stellate cells (HSCs). Mice with targeted deletion of TGR5 are more susceptible towards cholestatic liver injury induced by cholic acid-feeding and bile duct ligation, resulting in a reduced proliferative response and increased liver injury. Conjugated lithocholic acid (LCA) represents the most potent TGR5 BA ligand and LCA-feeding has been used as a model to rapidly induce severe cholestatic liver injury in mice. Thus, TGR5 knockout (KO) mice and wildtype (WT) littermates were fed a diet supplemented with 1% LCA for 84 h. Liver injury and gene expression changes induced by the LCA diet revealed an enrichment of pathways associated with inflammation, proliferation, and matrix remodeling. Knockout of TGR5 in mice caused upregulation of endothelin-1 (ET-1) expression in the livers. Analysis of TGR5-dependent ET-1 signaling in isolated LSECs and HSCs demonstrated that TGR5 activation reduces ET-1 expression and secretion from LSECs and triggers internalization of the ET-1 receptor in HSCs, dampening ET-1 responsiveness. Thus, we identified two independent mechanisms by which TGR5 inhibits ET-1 signaling and modulates portal pressure.

## 1. Introduction

TGR5 (Gpbar1) is a G protein-coupled bile acid receptor expressed in various cell types, including macrophages, as well as non-parenchymal liver cells such as activated hepatic stellate cells (HSCs) and liver sinusoidal endothelial cells (LSECs) [1,2,3,4,5]. Activation of TGR5 occurs after binding of bile acids (BAs), leading to an intracellular increase of cyclic AMP (cAMP) as second messenger and to the activation of further downstream signaling [6,7,8]. TGR5 is known to play an important role in biliary epithelial cell function and has anti-inflammatory as well as cytoprotective properties [2,4,6,9,10,11,12,13,14]. TGR5 knockout mice (TGR5 KO) have a very mild phenotype without any signs of overt liver disease [15,16]. However, TGR5 KO are more susceptible towards cholestatic and inflammatory liver injury [17,18,19]. While TGR5 is responsive to all human primary and secondary BAs, irrespective of conjugation state, the secondary BA taurolithocholic acid (TLC) represents the most potent TGR5 BA agonist [6,20]. Interestingly, feeding wildtype (WT) mice a diet enriched in 1% (*w*/*w*) LCA triggers within a few days segmental bile duct obstruction by crystal precipitation leading to the development of focal areas of necrosis (bile infarcts) with subsequent recruitment and accumulation of neutrophils, as well as to the induction of periportal fibrosis [21,22]. Using mice deficient for either the intercellular adhesion molecule-1 (ICAM-1 KO mice) or the catalytic subunit of NADPH oxidase (gp91phox KO mice), it was demonstrated that the contribution of neutrophils to liver injury following LCA feeding is negligible. Thus, the hepatotoxicity stems from LCA and its metabolites directly, and this model can be used to rapidly induce severe cholestatic liver injury, which also shows characteristics of sclerosing cholangitis [21,22].

The burden of liver diseases continues to rise in European countries and accounts for approximately 150,000 deaths per year attributed to liver disease, of which about two-thirds of patients die before the age of 65 years [23]. The most important non-malignant complication of chronic liver disease in humans is the development of portal hypertension (PH). PH results from increased intrahepatic vascular resistance, which is due to structural changes within the sinusoids during fibrosis development, to dysfunction of HSCs and LSECs as well as to microvascular thrombosis and platelet dysfunction [24,25]. Nitric oxide (NO) is an essential regulator of portal pressure. However, NO release from LSECs is decreased in cirrhotic livers, contributing to LSEC dysfunction [24]. We have previously demonstrated that TGR5 is expressed in LSECs, where activation of the receptor induced expression and activation of endothelial NO synthase (eNOS) and subsequent generation of NO [1].

While TGR5 was not expressed in quiescent HSCs in vitro and in vivo, cultivation of isolated HSCs on plastic dishes, which triggers differentiation into a myofibroblast-like phenotype (activated HSCs), led to an upregulation of TGR5 mRNA and protein levels [4,26]. These findings suggest that BA signaling via TGR5 may play a role in the regulation of hepatic vascular tone and portal pressure under physiological but also disease conditions. Since LCA feeding not only resulted in severe cholestatic liver injury and recruitment of inflammatory cells, but also rapid development of periductal fibrosis [21], we studied the impact of short-term LCA diet supplementation in TGR5 WT and KO mice.

## 2. Materials and Methods

### 2.1. Materials

Dulbecco’s modified Eagle Medium (DMEM) was from Gibco (Thermo Fisher Scientific, Waltham, MA, USA). FCS was acquired from Perbio Science (Bonn, Germany). Pencillin, streptomycin, and amphotericin B were purchased from Gibco (Thermo Fisher). Taurolithocholic acid (TLC) and forskolin were purchased from Sigma-Aldrich (St. Louis, MO, USA). DMSO (Dimethyl sulfoxide) was acquired from Carl Roth (Karlsruhe, Germany). The TGR5 agonist RO5527239((R,E)-1-(4-(3-(hydroxyimino)-3-(2-methylpyridin-4-yl)-1-o-tolylpropyl)phenyl)piperi-dine-4-carboxylic acid) was kindly provided by F. Hoffmann-La Roche, (Basel, Switzerland) [27]. Pronase P and Dnase I for isolation of murine HSCs were also from F. Hoffmann-La Roche. Pronase E for isolation of HSCs was purchased from Sigma-Aldrich and collagenase type I from Worthington (Lakewood, WA, USA). Collagenase type I for isolation of LSECs was from Sigma-Aldrich.

### 2.2. Animal Experiments

TGR5 transgenic mice were a generous gift from K. Schoonjans and J. Auwerx and have been shown to overexpress TGR5 in different tissues, including liver [28]. TGR5 knockout (KO) mice were kept on a C57BL/6 background and were kindly provided by the Schering-Plough Research-Institute (Kenilworth, NJ, USA) [15,29]. Heterozygous animals were used for breeding to obtain littermate TGR5 knockout and wildtype animals. Mice were bred and kept in the central animal facility of Düsseldorf University (ZETT) and had access to water and food ad libitum. A 12 h light/dark cycle was maintained. TGR5 KO and WT male mice aged 8–12 weeks were fed a diet containing 1% (*w*/*w*) lithocholic acid (LCA, ssniff, Soest, Germany) for 84 h or standard chow diet ad libitum. After 84 h of feeding, mice were anesthetized by intraperitoneal injection of ketamine/sodium pentobarbital solution. Blood was collected and anesthetized animals were subjected to portal vein perfusion prior to collection of liver tissue. All animal experiments were approved by the local authorities (LANUV).

### 2.3. Serum Analysis

Serum samples of WT and TGR5 KO mice were taken at the end of the experiment. Serum was analyzed for AST and ALT using the Spotchem Analyzer (Axon Lab AG, Reichenbach, Germany).

### 2.4. Determination of Hepatic Hydroxyproline Content

Hydroxyproline content was determined from liver tissue (TGR5 KO and WT) according to I.S. Jamall [30].

### 2.5. Isolation of Hepatic Stellate Cells

HSCs were isolated from 4–6 month-old female WT C57BL/6 mice. Mice were kept under the same conditions as described above. Mice were anesthetized and placed under a heating lamp. After cannulation of the portal vein, the liver was perfused using HBSS buffer (37 °C). Following a perfusion with pronase E (0.2% in HBSS buffer) and collagenase type I (0.025% in HBSS buffer), that led to digestion of collagen and lysis of hepatocytes, the liver was removed and mechanically diced. The liver cell solution was filtered and resuspended in a pronase/Dnase solution (0.125%) for further digestion. After filtration through a 70 μm cell strainer, the solution was diluted in HBSS and centrifuged at 500× *g* for 7 min. The supernatant containing cell debris was removed. The cell pellet was resuspended in HBSS containing 0.25% BSA and then mixed with 28.7% Nycodenz gradient solution (Cosmo bio USA, Carlsbad, CA, USA) to obtain a final concentration of 18% Nycodenz (*w*/*v*). This preparation was covered with 8 mL 0.25% BSA/HBSS before centrifugation for 30 min at 1400× *g* without brake. After centrifugation, the layer between the two buffers was harvested and centrifuged at 450× *g* for 10 min. The supernatant was discarded and the pellet was resuspended in DMEM supplemented with 10% fetal calf serum (FCS) and 1% penicillin/streptomycin/amphotericin B. The medium was exchanged every other day. Cells were kept on cell culture plates covered with collagen type 1 in a density of 2.5–3 × 10^6^ cells/well in a 6-well plate. Cells were used for experiments on the next day or after seven days for experiments with activated HSCs (Supplemental Figure S1). During experiments, cells were kept in DMEM without FCS or antibiotics.

### 2.6. Isolation and Cultivation of LSECs

The protocol for magnetic-activated cell isolation of LSECs was adapted from [31]. After induction of anesthesia, a cannula was inserted into the portal vein for perfusion with HBSS containing collagenase type 1, leading to removal of blood and dissociation of liver cells from connective tissue. Afterwards, livers were removed, diced, and incubated in the collagenase solution for 20 min for further digestion. The cell suspension was filtered through 100 μm cell strainers and centrifuged several times for removal of collagen and cell debris. To clear the cell suspension of CD45-positive immune cells, the cell suspension was preincubated with anti-CD45 magnetic beads for 15 min at 4 °C and transferred onto LD columns in the QuadroMACS separator (Miltenyi Biotec GmbH, Bergisch Gladbach, Germany). The flow-through was centrifuged for 10 min at 500× *g* and 4 °C. The supernatant was discarded and the pellet was resuspended in ice-cold MACS-buffer, according to the manufacturer’s protocol. For positive selection of LSECs the cell suspension was incubated with anti-CD146 MicroBeads (Miltenyi Biotec). Then the cell suspension was put on cell columns in the OctoMACS separator (Miltenyi Biotec), according to protocol provided by the company. The flow-through was discarded and the columns were flushed with MACS-buffer containing 0.05% BSA after removal of columns from the magnetic field. The cell suspension was centrifuged and the pellet was resuspended in cell culture medium (DMEM, supplemented with 10% FCS and 1% antibiotics). Cells were cultured in cell culture dishes covered with collagen type I with the following densities: 24-well: 800,000–900,000 cells/well; and 6-well: 3–3.5 × 10^6^ cells/well. Culture medium was removed and cells were washed in PBS after 24 h in culture. Cells were treated with serum-free medium containing DMSO, 10 μM TGR5 agonist, 25 μM taurolithocholic acid, or 10 μM forskolin for 24 h.

### 2.7. Gene Expression Assay

RNA from liver samples of the above-mentioned mice or of LSECs was extracted using the Maxwell 16 LEV simply RNA Tissue Kit (Promega, Madison, WI, USA) and the Maxwell 16 Instrument (Promega, Madison, WI, USA), according to the manufacturer’s instructions.

A DNA microarray platform (Affymetrix) was used for global gene expression analysis.

Total RNA preparations were checked for RNA integrity by Agilent 2100 Bioanalyzer quality control. Mean RNA integrity number (RIN) was 7.3 ± 0.4 (range 6.5 to 8.1) for liver tissue from chow-fed animals and 7.8 ± 0.3 (range 6.5 to 8.8) for liver tissue from LCA-fed animals. RNA was further analyzed by photometric Nanodrop measurement and quantified by fluorometric Qubit RNA assays (Life Technologies).

Synthesis of biotin-labeled cDNA was performed according to the manufacturers’ protocol (WT Plus Reagent Kit; Affymetrix, Inc., Thermo Fisher Scientific, Waltham, MA, USA). Briefly, 100 ng of total RNA was converted to cDNA. After amplification by in vitro transcription and 2nd cycle synthesis, cDNA was fragmented and biotin labeled by terminal transferase. Finally, end-labeled cDNA was hybridized to Affymetrix Mouse Gene 2.0 ST Gene Expression Microarrays for 16 h at 45 °C, stained by strepatavidin/phycoerythrin conjugate and scanned as described in the manufacturers´ protocol. Data analyses on Affymetrix CEL files are described in Section 2.14—Statistical Analysis of Expression Data. The gene expression data can be downloaded from the NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/, accession number GSE139075).

For real-time PCR, 1 μg of this RNA was used to generate cDNA utilizing the QuantiTect Reverse Transcription Kit (Qiagen, Hilden, Germany). Gene expression was quantified using Taqman Gene Expression Assays (Thermo Fisher Scientific, Waltham, MA, USA, assay order information can be obtained upon request) and the Lightcycler 480 II (Roche Diagnostics, Rotkreuz, Switzerland). Data were produced in duplicates for each gene. Mean values of cycle numbers of the target gene were subtracted from the mean of cycle numbers of the house-keeping gene succinatdehydrogenase (SDHA) for the respective sample. These values taken to the power of 2 are the mRNA expression of the target genes in relation to SDHA expression. The number of independent experiments performed are given in the text/figure legends. At least three independent experiments were performed. In order to rule out a regulation of the chosen house-keeping gene SDHA in response to LCA feeding, we initially analyzed expression of selected genes in relation to SDHA, hypoxanthine phosphoriosyltransferase-1 (HPRT-1), and glyceraldehyde-3-phosphate dehydrogenase (GAPDH). Since no difference in regulation was observed between these house-keeping genes, we continued the experiments with SDHA, as shown in Table 1 and Figure 3.

### 2.8. ET-1 ELISA

For analysis of ET-1 secretion from LSECs, cells were kept in culture after isolation as described for 24 h. After washing of cells with PBS, they were treated with serum-free medium containing DMSO, 10 μM TGR5 agonist, 25 μM TLC, or 10 μM forskolin for 24 h. Then, the supernatant was collected and transferred onto amicon ultra-10 centrifugal filters (Merck Millipore, Burlington, NJ, USA) to concentrate the supernatant (1:10). The concentrated supernatant was analyzed for ET-1 levels using the Quantikine kit system for murine ET-1 (Research and Diagnostic Systems Inc, Minneapolis, MN, USA), according to the provided protocol. LSECs were washed and incubated with a fixed amount of 50 μL lysis buffer for protein isolation. Measurement of protein concentration in lysate was performed in the Multiskan Spectrum (Thermo Fisher) and ET-1 concentration in the supernatant was normalized relative to protein concentration.

### 2.9. HSC Contraction Assay

For quantification of activated HSC contraction, 6-well plates were covered with a thick layer of 1 mL/well rat tail collagen. Rat HSCs were isolated as described before [32]. Cells were put on 6-well plates at a density of 6 × 10^5^ cells/well. Cells were kept in DMEM supplemented with 10% FCS and 1% antibiotics for 7 days. Medium was exchanged every 48 h starting the day after isolation. At day 7 after isolation, cells were treated with serum-free medium containing DMSO, 10 μM TGR5 agonist, or 10 μM forskolin for 30 min. After detachment of collagen lattices from the 6-well surface, cells were treated with ET-1 (Sigma-Aldrich) at a concentration of 1nM to induce contraction for 2 h and 24 h. Photos of cell/collagen lattice areas were taken at the time of ET-1 addition and after 2 h and 24 h (Supplementary Figure S2). Surface area was measured using the ImageJ distribution Fiji V.2.0.0 [33,34]. The lattice area used as control treated with DMSO and vehicle for the respective time points was set to 1.0.

### 2.10. Measurement of Portal Pressure

TGR5 KO and WT mice on chow or LCA diet (1%, 84 h) were anesthetized and the portal vein was cannulated. Invasive blood pressure measurement was performed using the pressure transducer P75 and amplifier from Hugo Sachs Electronics (Harvard Apparatus GmbH, March, USA). Additionally, 6-week-old WT mice were anesthetized and cannulation of portal vein for blood pressure measurement was done. Mice livers were then perfused with either control HBSS solution or a solution containing 10 μM TGR5 agonist for 15 min. Subsequently, increasing concentrations of ET-1 (5, 10, and 15 nM) were added to the perfusion media for 15 min each. Perfusion pressure in the portal vein was measured constantly over the whole time course. Mean portal pressure was taken for each condition of each mouse. Portal pressure under control conditions (t = 0) of HBSS buffer perfusion supplemented with DMSO (=vehicle) were set to 1.0.

### 2.11. Hematoxylin Eosin- and Picro-Sirius Red Staining

Liver samples were fixed in 4% paraformaldehyde, embedded in paraffin, and sliced into sections of 5 μm. Following rehydration, liver slides were stained in hematoxylin (Hematoxylin Solution Gill No.3, Sigma Aldrich) for 1 min and in eosin for 3 min. Alternatively, slides were treated with the Picro-Sirius Red staining kit according to the manufacturer’s instructions (Polysciences, Warrington, FL, USA). After dehydration, slides were mounted with VectaMount (Vectorlabs, Burlingame, CA, USA). Images were acquired on a Zeiss AxioLab A1 Microscope (Carl Zeiss, Jena, Germany) with 63×, 40×, 20×, and 10× objectives.

### 2.12. Immunofluorescence of Cells in Culture

HSCs were isolated and kept in culture as described above. Seven days after isolation, cells were incubated with serum-free medium containing either DMSO, 10 μM TGR5 agonist, or 10 μM forskolin. After 24 h, cells were washed with PBS and incubated with 5 μg/mL wheat germ agglutinin (WGA) (Thermo Fisher) labeled with AlexaFluor-594 in PBS for 10 min at 37 °C to stain glycoproteins or glycolipids within the outer leaflet of the plasma membrane [35]. Cells were fixed with ice-cold methanol for 3 min after removal of the WGA-solution. After washing of cells, unspecific binding was blocked using a solution of 5% FCS in PBS for 30 min. Activated HSCs were treated with either primary antibodies for Endothelin-A receptor (Abcam, Cambridge, UK) (1:500) or just blocking solution as negative control for 1 h. A secondary antibody labeled with AlexaFluor-488 (Dianova, Hamburg, Germany) (1:100) was used for detection of the primary antibody and incubated for 1 h. LSECs were fixed with methanol and incubated with antibodies directed against vascular endothelial Cadherine (Santa Cruz Biotechnology, Dallas, USA) (1:100) and TGR5 (Gpbar1 8/50, Roche) (1:20). Secondary antibodies labeled with Cyanine-3 (Dianova) (1:500) or fluorescein (Dianova) (1:100) were used at dilutions of 1:500 and 1:100, respectively. Intranuclear DNA was labeled by Hoechst 34580 (Thermo Fisher) (1:20,000). Pictures of LSECs were taken using the confocal microscope LSM 510 (Carl Zeiss, Jena, Germany). HSCs were imaged using a LSM 810 confocal laser microscope (Carl Zeiss, Jena, Germany). Colocalization analysis of murine hepatic stellate cells was carried out using Pearson’s correlation coefficient calculated by the coloc2 plugin for ImageJ after selection of representative regions of interest ROIs in cell surface areas [33,34].

### 2.13. Statistical Evaluation

The data are presented as means and the standard error of the mean (SEM). Statistical significance was tested using the two-sided Student’s *t*-test or the Wilcoxon signed-ranked test as appropriate. A *p*-value < 0.05 was considered a significant result and a *p*-value < 0.01 was considered a highly significant result.

### 2.14. Statistical Analysis of Expression Data

Data preprocessing and all subsequent analyses were performed using the statistical programming language R, version 3.5.0 (R Development Core Team 2018). Normalization of the raw microarray data (CEL files) was done using RMA as implemented in the R package oligo. Normalization was performed on a set of, in total, 18 CEL files. To determine differentially expressed genes, the R package limma was used [36]. Adjustment for multiple testing was conducted with the method of Benjamini and Hochberg (FDR, false discovery rate) [37]. A gene was called differentially expressed if the adjusted *p*-value was <0.05 and log2 fold change was <−1.5 (downregulated) or >1.5 (upregulated). A volcano plot was generated that plots log2 fold change on the x-axis and statistical significance on the y-axis (-log10 of the FDR-adjusted *p*-value). Heatmaps were used to visualize z-scores (expression values standardized per gene to mean 0 and standard deviation 1), ordered according to average linkage hierarchical clustering of genes and experiments, respectively. Gene ontology enrichment analysis was performed based on probe set IDs with the topGO package [38], using Fisher’s exact test and the elim method. Only results from the biological process ontology were considered. The cutoff for the enrichment *p*-value was set to 0.05.

## 3. Results

### 3.1. LCA Feeding Results in a Significant Upregulation of Genes Associated with Cholestasis, Inflammation, and Extracellular Matrix Remodeling

Feeding of a chow diet supplemented with 1% LCA over 3.5 days (84 h) resulted in a severe cholestatic liver injury in wildtype (WT) mice, as described previously [21]. Liver tissue of LCA-fed WT mice was compared to chow-fed WT littermates by gene array analysis. 

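Gene expression was measured in liver RNA of 4 chow-fed and 6 LCA-fed male WT mice, with 1 Affymetrix Mouse Gene 2.0 ST array per mouse. Lithocholic acid (LCA), a hydrophobic secondary bile acid that is toxic to the biliary tree, made up 1% of the diet by weight, and both groups were fed for 84 h. Liver tissue holds hepatocytes, cholangiocytes, Kupffer cells, endothelial cells and stellate cells, and under inflammation also neutrophils and monocytes, so that each value is an average over these cells. An array reports the fluorescence of its probe sets, each a group of short oligonucleotides that bind the transcripts of a gene or of several closely related genes. The authors turned the scans into log2 values with RMA in the R package oligo, which subtracts background, gives all arrays the same distribution of values and summarizes the probes of each set. These arrays were normalized together with further arrays that are not analysed here. The median log2 value per array lay between 5.02 and 5.08 in the chow-fed mice and between 5.04 and 5.11 in the LCA-fed mice. Signal that remains at the background level makes fold changes of weakly expressed genes smaller, and the number of arrays limits the precision of every value.

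The deposited log2 values were compared between the LCA-fed and the chow-fed mice with limma, with Benjamini-Hochberg adjustment over all probe sets. A probe set counted as up- or downregulated with an adjusted p under 0.05 and a log2 fold change over 1.5 in size, which are the thresholds of the paper. The platform table gave 1 gene symbol for 23521 probe sets and several for 1814, and it does not list 16010. In the lists of genes, each gene was represented by its brightest probe set with 1 symbol. List members without such a probe set were not counted. A gene is said to have risen or fallen where its adjusted p was under 0.05, whatever the size of the change. A total of 36 lists of pathway genes and cell type markers were each compared with all other genes by camera (two-sided, preset correlation between genes of 0.01), and the p-values were adjusted over the lists. Every list with an adjusted p under 0.05 lost this call when camera used a correlation estimated from the data, and that adjusted p is given beside each of them. Fisher's exact test (one-sided) measured whether a list held more up- or downregulated genes than chance among 22180 genes. All lists were written after Tables S1 and S2 of the paper had been read. The p-values of camera and of Fisher's exact test are therefore not independent of these calls. Fisher's exact test also takes genes as independent, although genes of a list changed together in the same mice. The estimated correlation was 0.46 for the matrix genes and 0.63 for the monocyte and macrophage markers, so that its p-values are likely too small. How strongly a list responded in a mouse was taken over the members with an adjusted p under 0.05 when that mouse was left out. The response is the slope of the mouse's deviations from the chow mean on the mean change of the other LCA-fed mice. The GO enrichment of the paper was not repeated, as no GO annotation was used here.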

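Cd14, the co-receptor for bacterial lipopolysaccharide, was among the genes that rose most in the livers of the LCA-fed mice, from a log2 value of 5.15 ± 0.36 (SD, n = 4 chow-fed mice) to 9.98 ± 0.95 (SD, n = 6 LCA-fed mice). Its log2 fold change was 4.84 (standard error 0.43, adjusted p = 0.000184 from limma). Sprr1a, which encodes a protein of the cornified envelope of squamous epithelia, rose from 4.10 ± 0.14 (SD, n = 4) to 8.94 ± 0.72 (SD, n = 6), with a standard error of 0.32 and an adjusted p of 2.65e-05 from limma. The largest fall of any gene was that of Car3, a carbonic anhydrase abundant in hepatocytes, from 12.87 ± 0.62 (SD, n = 4) to 6.01 ± 1.76 (SD, n = 6). This is a log2 fold change of -6.85 (standard error 0.78, adjusted p = 0.000636 from limma), and LCA replicate 3 was at 9.40, while the other LCA-fed mice lay between 4.45 and 5.90. Hsd3b5, an enzyme of steroid metabolism in the male liver, fell by 5.81 (standard error 0.64, adjusted p = 0.000546 from limma). For Hsd3b5, chow replicate 3 was at 6.37 and the other chow-fed mice between 9.43 and 10.16. Inmt, which methylates indole amines, fell by 5.16 (standard error 0.63, adjusted p = 0.000847 from limma).

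With an adjusted p under 0.05, 2041 probe sets were higher and 1612 were lower in the LCA-fed mice. The threshold on the fold change left 332 of the higher and 263 of the lower ones. Of the 332, 266 carried 1 symbol and stood for 259 genes, 11 carried several symbols and 55 carried none. Of the 263, 225 carried 1 symbol and stood for 220 genes, 10 carried several and 28 carried none. All LCA-fed mice lay on the same side of all chow-fed mice for 4137 (10%) of all probe sets, against 0.952% by chance. This held for 314 (94.6%) of the upregulated and 230 (87.5%) of the downregulated probe sets, which were selected for a large difference and are not set against chance.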

In total, 332 and 263 genes were significantly up- or downregulated, respectively (*p* < 0.05; FDR-adjusted, and log2 fold change <−1.5 or >1.5; Supplementary Tables S1 and S2). Overrepresented Gene Ontology (GO) groups among the upregulated genes were associated with proliferation, inflammation, and extracellular matrix organization (Supplementary Tables S1 and S3, Figure 1). 

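Many genes of inflammation and of the extracellular matrix and some genes of the cell cycle rose in the livers of the LCA-fed mice, with the smallest changes among the cell cycle genes. The chemokine Ccl6 rose from a log2 value of 5.49 ± 0.10 (SD, n = 4) to 9.01 ± 0.63 (SD, n = 6), a log2 fold change of 3.52 (standard error 0.28, adjusted p = 9.21e-05 from limma). Cxcl14 rose by 3.50 (standard error 0.37, adjusted p = 0.000457 from limma), and Ccl2, which recruits monocytes, rose by 2.86 (standard error 0.30, adjusted p = 0.000448). Of 34 measured cytokines, chemokines and their receptors, 19 rose, 1 fell and 14 did not pass the test (24 rose and 1 fell when adjusted over the list alone). The list stood above all other genes (camera, adjusted p = 6.39e-14), with an adjusted p = 0.0663 with an estimated correlation. The member that fell was Ccl25, with a log2 fold change of -0.42 (adjusted p = 0.0477 from limma). Its adjusted p was above 0.05, and at most 0.124, when any of the chow-fed mice or LCA replicate 2, 4, 5 or 6 was left out, and the call was also lost with eBayes with a trend and with centred arrays.

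Cd68, a lysosomal protein of macrophages, rose by 2.72 (standard error 0.21, adjusted p = 7.34e-05 from limma), and Ms4a4a, a membrane protein of macrophages, rose by 2.61 (standard error 0.41, adjusted p = 0.00268). Of 20 markers of monocytes and macrophages, 16 rose, and Ccr2, Ly6c2, Cx3cr1 and Itgax, named after their values were seen, did not pass the test (20 rose when adjusted over the list alone). Camera gave an adjusted p of 1.23e-17, and an adjusted p = 0.0663 with an estimated correlation. Among the matrix genes, the glycoprotein thrombospondin Thbs1 rose by 3.50 (standard error 0.53, adjusted p = 0.00223 from limma), and Timp1, an inhibitor of matrix metalloproteinases, rose by 3.07 (standard error 0.43, adjusted p = 0.00165). The protease Mmp9, which is also on the list of neutrophil markers, rose by 2.60 (standard error 0.39, adjusted p = 0.00213 from limma). Of 48 measured genes of the extracellular matrix and its remodelling, 30 rose, 1 fell and 17 did not pass (36 rose and 2 fell when adjusted over the list alone). For this list camera gave an adjusted p of 9.78e-18, and an adjusted p = 0.113 with an estimated correlation. The gene that fell was Col18a1, picked out after its values were seen, with a log2 fold change of -0.56 (adjusted p = 0.0193 from limma). This call was lost without chow replicate 3 or 4 (adjusted p up to 0.0589) and with the arrays centred on Sdha, Hprt and Gapdh.

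Mcm5, a subunit of the replicative helicase, rose by 1.44 (standard error 0.26, adjusted p = 0.00543 from limma), and Mki67, which is expressed in cycling cells, rose by 1.37 (standard error 0.27, adjusted p = 0.0097). Of 37 cell cycle genes, 14 rose, 22 did not pass the test and 1, the replication factor Mcm10, fell, with a log2 fold change of -1.71 (standard error 0.29, adjusted p = 0.00389 from limma). Adjusted over the list alone, 28 rose and 1 fell. The camera test gave an adjusted p of 3.56e-11, and an adjusted p = 0.14 with an estimated correlation. The number that rose was 9 without chow replicate 2, 8 without chow replicate 4, 9 without LCA replicate 6 and 23 without LCA replicate 3. In LCA replicate 3 the response of the matrix genes was 0.52 and that of the cell cycle genes 0.40, where 1 is the mean of the other LCA-fed mice. By Fisher's exact test, the upregulated genes held 21 matrix genes (adjusted p = 6.91e-27), 13 monocyte and macrophage markers (adjusted p = 7.2e-20) and 10 cytokines, chemokines and receptors (adjusted p = 2.92e-11). These p-values take correlated genes as independent and are likely too small. No cell cycle gene rose past a log2 fold change of 1.5, so that the adjusted p of that list was 1.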

The four upregulated genes with the lowest *p*-values were the acute phase proteins serum amyloid A3 (Saa3) (46.2-fold up) and orosomucoid 2 (Orm2) (42.4-fold up), the bacterial siderophore binding protein lipocalin 2 (Lcn2) (32.4-fold up) that is expressed in neutrophils, and the pattern recognition receptor MARCO (macrophage receptor with collagenous structure, 17.4-fold up), which is found on macrophages and dendritic cells (Supplementary Table S1). 

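Saa3 had the largest rise of any gene, from a log2 value of 6.58 ± 0.64 (SD, n = 4 chow-fed mice) to 12.11 ± 0.49 (SD, n = 6 LCA-fed mice). This is a log2 fold change of 5.53 (standard error 0.31, adjusted p = 8.85e-06 from limma), or 46.2-fold. Orm2 rose from 8.06 ± 0.88 (SD, n = 4) to 13.47 ± 0.24 (SD, n = 6), a 42.4-fold change (adjusted p = 1.25e-05 from limma). Lcn2 rose from 8.21 ± 0.88 (SD, n = 4) to 13.23 ± 0.16 (SD, n = 6), which is 32.4-fold (adjusted p = 1.53e-05 from limma). Marco rose from 6.69 ± 0.18 (SD, n = 4) to 10.81 ± 0.45 (SD, n = 6), which is 17.4-fold, with the lowest adjusted p of the upregulated genes (6.09e-06 from limma). For each of these genes every LCA-fed mouse lay above every chow-fed mouse (two-sided exact permutation test, p = 0.00476, the smallest p that 4 mice against 6 allow).

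**Figure D1:**
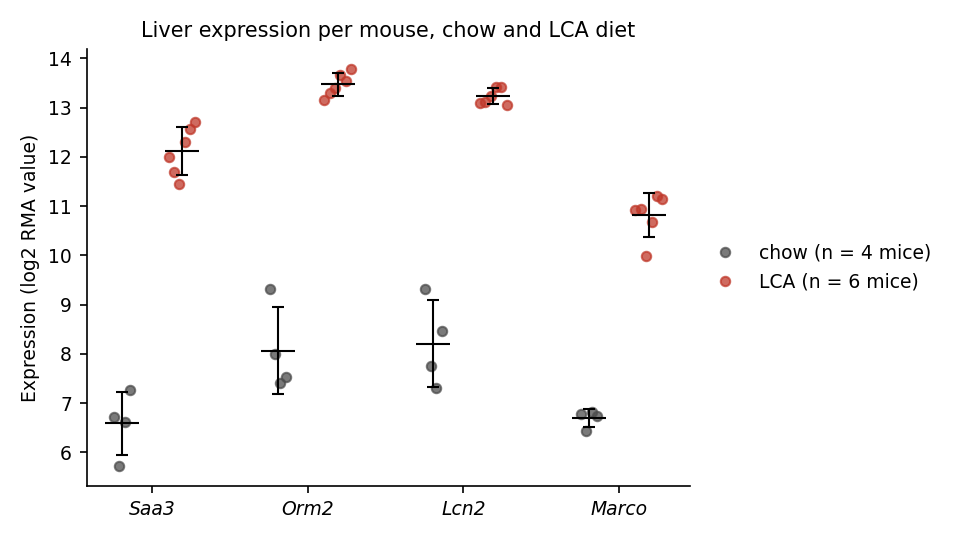
Expression (log2 RMA value) of Saa3, Orm2, Lcn2 and Marco in each of 4 chow-fed and 6 LCA-fed mice, with the mean and SD of each group. The LCA-fed mice lie above the chow-fed mice for every gene, from 9.98 upwards for Marco against at most 6.82 in the chow-fed mice.

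Of 24 measured acute phase proteins, which the liver secretes in inflammation, 19 rose (21 when adjusted over the list alone), while Saa4, Crp, Hamp, Steap4 and Il1rn, named after their values were seen, did not pass the test. Saa2 rose by 5.31 (standard error 0.41, adjusted p = 7.34e-05 from limma) and Orm3 by 4.45 (standard error 0.51, adjusted p = 0.000677). The Saa genes and the Orm genes are near-identical paralogs whose probe sets can share signal. The acute phase list stood above all other genes (camera, adjusted p = 1.82e-23), with an adjusted p = 0.0663 with an estimated correlation. Of 21 neutrophil markers, 16 rose (17 when adjusted over the list alone). Those that did not pass, also named after their values were seen, were Ly6g and the granule proteins Mpo, Elane, Camp and Ltf. Retnlg rose by 4.21 (standard error 0.46, adjusted p = 0.000545 from limma), the integrin Itgam by 3.59 (standard error 0.55, adjusted p = 0.00238) and the decoy receptor Il1r2 by 3.20 (standard error 0.39, adjusted p = 0.000833). The neutrophil list had an adjusted p of 4.79e-15 from camera, and an adjusted p = 0.0663 with an estimated correlation. Past the threshold on the fold change, 9 acute phase proteins (Fisher's exact test, adjusted p = 2.92e-11) and 12 neutrophil markers (adjusted p = 1.6e-17) were upregulated. In LCA replicate 3 the response was 0.96 for the acute phase proteins and 0.58 for the neutrophil markers.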

The most significantly overrepresented GO groups among the downregulated genes were associated with oxidation-reduction processes, sodium-independent organic anion transport, and bile acid biosynthesis. 

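Some enzymes of the cytochrome P450 family and most of the measured hepatocyte uptake carriers of organic anions fell in the livers of the LCA-fed mice. Cyp2c54 fell by 3.83 on the log2 scale (standard error 0.56, adjusted p = 0.00199 from limma), Cyp4f14, which oxidizes fatty acids and eicosanoids, by 3.62 (standard error 0.53, adjusted p = 0.00196), and the perivenous enzyme Cyp1a2 by 3.36 (standard error 0.61, adjusted p = 0.00561). The Cyp2c genes are close paralogs whose probe sets can share signal. Of 93 measured P450 genes, 34 fell, 3 rose and 56 did not pass the test (34 fell and 5 rose when adjusted over the list alone). The family stood below all other genes (camera, adjusted p = 6.92e-09), with an adjusted p = 0.0663 with an estimated correlation. The members that rose, picked out after their values were seen, were the retinoic acid hydroxylase Cyp26a1 (log2 fold change 1.88, adjusted p = 0.0267 from limma), the steroid hydroxylase Cyp21a1 (1.60, adjusted p = 0.0444) and Cyp4f16 (0.62, adjusted p = 0.0286). Each of these calls was lost without any of chow replicates 2, 3 and 4 and without LCA replicate 6, with adjusted p up to 0.0758 for Cyp26a1, 0.13 for Cyp21a1 and 0.0982 for Cyp4f16. It was also lost without LCA replicate 4 or 5 for Cyp26a1, without chow replicate 1 or LCA replicate 2 or 4 and with quantile normalization for Cyp21a1, and without LCA replicate 1 or 5 for Cyp4f16. Chow replicate 3 was at 4.74 for Cyp26a1, against 6.27 to 6.33 in the other chow-fed mice, and at 4.63 for Cyp21a1, against 5.52 to 5.69.

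Slco1a1, a sodium-independent carrier of organic anions, fell by 3.57 (standard error 0.40, adjusted p = 0.000546 from limma), with LCA replicate 3 at 8.77 and the other LCA-fed mice between 6.74 and 7.39. The organic anion transporters Slc22a28 and Slc22a30 fell too, with log2 fold changes of -3.86 (standard error 0.44, adjusted p = 0.000661 from limma) and -2.82 (standard error 0.36, adjusted p = 0.000973). Of 12 carriers for the uptake of organic anions and bile acids, 8 fell, 1 rose, and Slco1a4, Slco2a1 and Slco3a1, named after their values were seen, did not pass the test (8 fell and 1 rose when adjusted over the list alone). Their median log2 fold change was -1.68 (camera, adjusted p = 0.000195), with an adjusted p = 0.139 with an estimated correlation. The carrier that rose, picked out after its values were seen, was Slc10a2, a sodium-dependent bile acid transporter of cholangiocytes and ileum, with a log2 fold change of 1.28 (adjusted p = 0.0231 from limma). LCA replicate 1 was at 6.86 for Slc10a2 and the others between 7.88 and 8.38, and the call was lost without chow replicate 1 or 3 or LCA replicate 6 (adjusted p up to 0.0726). The number of carriers that fell was 5 without chow replicate 2 and 5 without chow replicate 4. The downregulated genes held 20 P450 genes (Fisher's exact test, adjusted p = 7.16e-20) and 6 of these carriers (adjusted p = 4.69e-09). In the same livers the median log2 fold change of the neutrophil markers was 2.30. The response of both lists in LCA replicate 3 was 0.48.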

The rate-limiting enzyme of bile acid synthesis, Cyp7a1 (89.0-fold down), was among the strongest downregulated genes (Supplementary Tables S2 and S4). Therefore, gene expression profiling of the livers of mice under LCA diet revealed a profile of an inflamed, cholestatic organ undergoing extracellular matrix reorganization [21,22].

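Cyp7a1 fell from a log2 value of 10.74 ± 0.60 (SD, n = 4 chow-fed mice) to 4.27 ± 0.57 (SD, n = 6 LCA-fed mice), an 89.0-fold change and the second largest fall among genes. Its log2 fold change was -6.48 (standard error 0.32, adjusted p = 5.01e-06 from limma), and LCA replicate 3 was at 5.36, while the other LCA-fed mice lay between 3.76 and 4.32. Cyp8b1, which directs synthesis toward cholic acid, fell from 10.75 ± 0.33 (SD, n = 4) to 5.71 ± 1.69 (SD, n = 6), with an adjusted p of 0.00189 from limma. Here LCA replicate 3 was at 9.00 and the others between 4.24 and 5.77. The hydroxysteroid dehydrogenase Akr1c14 fell from 10.53 ± 0.32 (SD, n = 4) to 6.75 ± 1.24 (SD, n = 6), with an adjusted p of 0.00178 from limma.

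**Figure D2:**
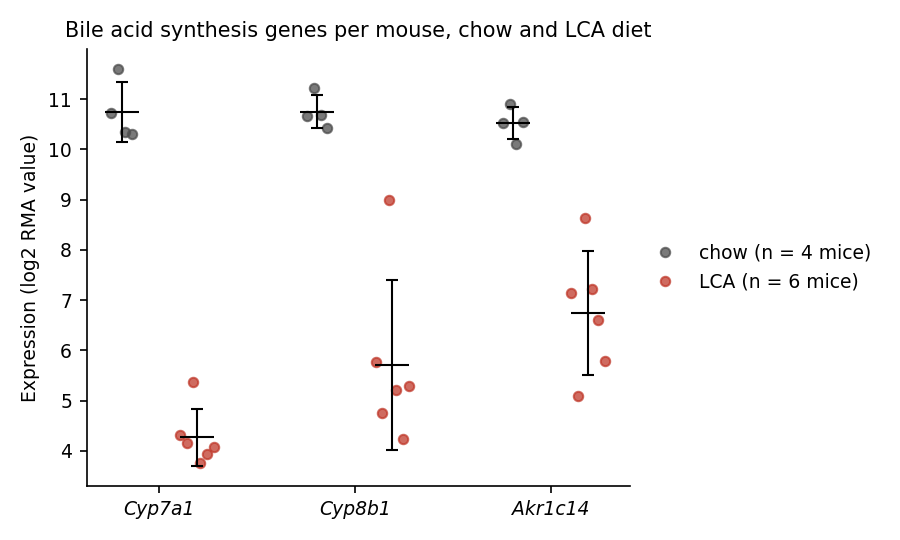
Expression (log2 RMA value) of Cyp7a1, Cyp8b1 and Akr1c14 in each of 4 chow-fed and 6 LCA-fed mice, with the mean and SD of each group. Cyp7a1 lies at 10.31 or above in every chow-fed mouse and at 5.36 or below in every LCA-fed mouse.

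Of 19 measured genes of bile acid synthesis and conjugation, 13 fell and 1 rose (14 fell and 2 rose when adjusted over the list alone), and Cyp46a1, Akr1d1, Acox2, Baat and Cyp2c70, named after their values were seen, did not pass the test. The list had a median log2 fold change of -1.15 (camera, adjusted p = 1.81e-09), with an adjusted p = 0.0663 with an estimated correlation. Past the threshold on the fold change, 7 of its genes were downregulated (Fisher's exact test, adjusted p = 2.82e-09). The gene that rose, picked out after its values were seen, was Ch25h, a cholesterol hydroxylase also made by activated macrophages, with a log2 fold change of 1.82 (standard error 0.47, adjusted p = 0.0338 from limma). This call was lost without any of the chow-fed mice and without LCA replicate 1 or 4, with an adjusted p of up to 0.101. The response of the bile acid synthesis genes in LCA replicate 3 was 0.51.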

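Some markers of the biliary epithelium and of ductular cells rose, and some genes on the list of bile acid sensing and its regulators fell. Most members of both lists did not pass the test. Genes on the list of bile acid and organic anion export, and those of stellate cells, moved in both directions. Ly6d rose by 3.20 (standard error 0.35, adjusted p = 0.000512 from limma), the biliary transcription factor Sox9 by 2.07 (standard error 0.35, adjusted p = 0.00371) and Cd24a by 1.62 (standard error 0.29, adjusted p = 0.00547). Of 15 cholangiocyte and ductular markers, 7 rose and 8 did not pass the test (9 rose when adjusted over the list alone). The adjusted p from camera was 1.57e-05, and the adjusted p = 0.14 with an estimated correlation. Only 4 of these markers rose without chow replicate 2, 3 or 4 or without LCA replicate 2, 4 or 5. The ductular marker Spp1, picked out after its values were seen, was not counted, as its probe set does not carry exactly 1 symbol. That probe set, named in Table S1 of the paper, rose by 3.55 (standard error 0.52, adjusted p = 0.00202 from limma).

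The list of bile acid sensing also holds regulators of hepatocytes that are not bile acid receptors, such as Cebpa and Ppara. On this list Cebpa fell by 2.01 (standard error 0.21, adjusted p = 0.000433 from limma), the fatty acid receptor Ppara by 1.84 (standard error 0.26, adjusted p = 0.0017) and the bile acid receptor Nr1h4 by 1.62 (standard error 0.27, adjusted p = 0.00396). Of the 15 measured, 6 fell and 9 did not pass the test (7 fell and 2 rose when adjusted over the list alone). The list's adjusted p was 0.0136 from camera, and the adjusted p = 0.139 with an estimated correlation. Gpbar1, which encodes TGR5, had a log2 fold change of -0.10 (adjusted p = 0.859 from limma).

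The exporter Abcb1a rose by 2.38 (standard error 0.41, adjusted p = 0.0046 from limma), with LCA replicate 3 at 6.94 and the other LCA-fed mice between 8.57 and 9.49. The list of bile acid and organic anion export also holds transporters mainly of other substrates, such as Abcg5 and Abcg8. Of its 13 measured genes, Abcb1a rose, 4 fell and 8 did not pass (3 rose and 5 fell when adjusted over the list alone). Camera gave the list an adjusted p of 0.354. The bile salt export pump Abcb11, named after its values were seen, was among those that did not pass. Those that fell were Abcc6 with a log2 fold change of -1.83 (adjusted p = 0.00213 from limma), Abcg8 with -1.27 (adjusted p = 0.00593), Abcg5 with -0.96 (adjusted p = 0.0226) and, picked out after its values were seen, Abcc2 with -0.71 (adjusted p = 0.0399). Without chow replicate 2 or 4 the number that fell was 2. Abcg5 was lost without chow replicate 1, 2 or 4 (adjusted p up to 0.0718), and Abcc2 without any of the chow-fed mice or LCA replicate 2, 5 or 6 (adjusted p up to 0.117). The exporter Slc51b, picked out after its values were seen, was not counted, as its probe set does not carry exactly 1 symbol. That probe set, named in Table S1 of the paper, rose by 4.53 (standard error 0.61, adjusted p = 0.00132 from limma).

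Of 20 genes of stellate cells and myofibroblasts, 5 rose, 4 fell and 11 did not pass the test (11 rose and 5 fell when adjusted over the list alone; camera, adjusted p = 0.181). Tgfb1 rose by 1.18 (adjusted p = 0.00679 from limma), Pdgfra by 1.14 (adjusted p = 0.00728) and the endothelin receptor Ednrb by 0.82 (adjusted p = 0.0128), as did Hgf and Cygb. Vipr1 fell by 1.06 (adjusted p = 0.0139 from limma) and Colec11 by 1.05 (adjusted p = 0.00889), as did Reln and Ecm1, and Hgf, Cygb, Reln and Ecm1 were picked out after their values were seen. Without LCA replicate 3, and likewise with array weights, 8 of these genes rose. Cygb was lost without chow replicate 2 (adjusted p = 0.0628) and Ecm1 without any mouse other than LCA replicate 5 (adjusted p up to 0.129).

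**Figure D3:**
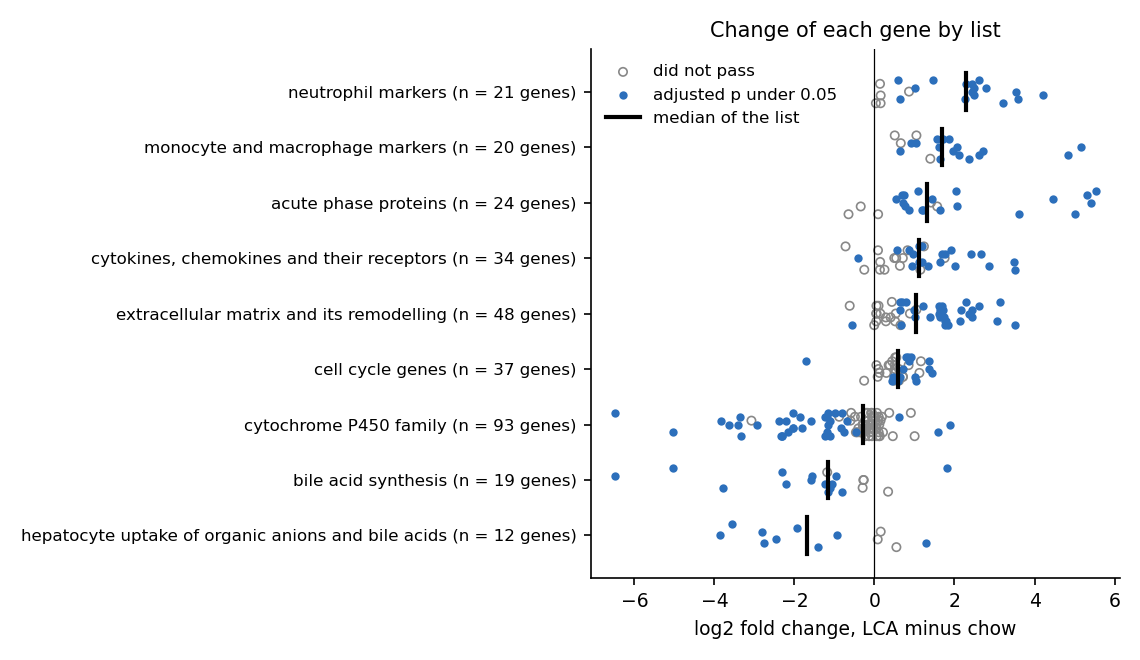
Log2 fold change (LCA minus chow) of each measured gene of 9 lists. Filled points have an adjusted p under 0.05, open points did not pass, and the bar is the median of the list, which is highest for the neutrophil markers (2.30) and lowest for the uptake carriers (-1.68).

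From the GO groups among the up- and downregulated genes together with the upregulated genes of lowest p and the fall of Cyp7a1, the paper concludes that the livers of LCA-fed mice show the profile of an inflamed, cholestatic organ in which the extracellular matrix is reorganized.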

We have previously reported that cholestatic liver injury in response to bile duct ligation is more severe in TGR5 knockout (KO) mice as compared to WT littermates [19]. Therefore, we analyzed liver damage following LCA feeding in TGR5 WT and TGR5 KO littermates.

### 3.2. Liver Damage in Response to LCA Feeding is Aggravated in TGR5 KO Mice and Results in Increased Portal Pressure

Liver damage in response to LCA feeding was more pronounced in TGR5 KO mice as compared to WT mice, as demonstrated by significantly higher serum levels of AST (WT LCA (*n* = 12) 6586 ± 898 IU/L vs. KO LCA (*n* = 10) 10,629 ± 1422 IU/L (1.6-fold increase), *p* < 0.05) and more extensive bile infarcts on liver histology (Figure 2A–C). Furthermore, a significant increase in portal venous pressure was observed in LCA-fed TGR5 KO mice as compared to LCA-fed WT or chow-fed TGR5 KO mice, respectively (WT LCA (*n* = 7) 3.9 ± 0.4 cmH_2_0 vs. KO LCA (*n* = 6) 5.7 ± 0.6 cmH_2_0 (1.4-fold increase), *p* < 0.05) (Figure 2D). There was no difference in portal pressure between chow-fed mice of both genotypes.

### 3.3. Genes Associated with HSC Activation are Significantly Upregulated in TGR5 KO Mice as Compared to WT Littermates

Gene expression analysis by semi-quantitative real-time PCR revealed a similar pattern of gene regulation in both genotypes after LCA feeding. As expected, induction of cholestasis by LCA feeding resulted in a significant downregulation of Cyp7a1 and Cyp8b1, the rate limiting enzymes of bile acid synthesis. In line with the increase in liver damage, a significant upregulation of the genes encoding receptor-interacting serine/threonine-protein kinases 1 and 3 (RIPK1 and RIPK3), as well as caspase-3, was observed (Table 1). Furthermore, we found a significant induction of pro-inflammatory genes such as tumor necrosis factor-α (TNF-α), CCL2, interleukin-1β (IL-1β) and pro-fibrogenic chemokine receptors CCR1, CCR5 (Table 1) [21,22,39]. Interestingly, genes related to sinusoidal endothelial dysfunction, activation of HSCs, and fibrosis development, such as platelet-derived growth factor receptor-α (PDGFRα), PDGFRβ, transforming growth factor-β1 (TGF-β1), and endothelin-1 (ET-1), were upregulated in both WT and TGR5 KO mice following LCA feeding. However, the observed increase was significantly higher in TGR5 KO mice (PDGFRα: WT LCA (*n* = 7) 3.52 ± 0.8 vs. KO LCA (*n* = 10) 7.30 ± 1.4, 2.1-fold increase in TGR5 KO, *p* < 0.05; PDGFRβ: WT LCA (*n* = 12) 4.0 ± 0.6 vs. KO LCA (*n* = 12) 6.23 ± 0.75, 1.6-fold increase, *p* < 0.05; TGF-β1: WT LCA (*n* = 7) 7.81 ± 0.8 vs. KO LCA (*n* = 9) 11.8 ± 1.4, 1.5-fold increase, *p* < 0.05; ET-1: WT LCA (*n* = 14) 8.58 ± 1.1 vs. KO LCA (*n* = 11) 13.9 ± 2.4, 1.6-fold increase, *p* < 0.05) (Figure 3A–D). Sirius red staining of liver tissue after 3.5 days of LCA feeding revealed a slight increase in periportal collagen deposition, but no overt hepatic fibrosis in both genotypes, which was in line with measurements of hydroxyproline content in liver tissue (Figure 4A,B). Expression of genes encoding collagen-1α1, collagen-1α2 were upregulated in both genotypes following LCA feeding for 3.5 days, indicating initiation of extracellular matrix synthesis, as described earlier (Figure 4B) [21,22].

### 3.4. Activation of TGR5 in LSECs Lowers ET-1 Expression and Secretion

ET-1 in liver is mainly secreted by LSECs under physiological conditions [24]. We have previously demonstrated that rat and human LSECs express TGR5 [1,4]. To determine whether secretion of ET-1 from LSECs was modulated by TGR5, LSECs were isolated from WT mice. Expression and localization of TGR5 in these primary cells was confirmed by immunofluorescence staining with an antibody against TGR5 and an antibody against vascular endothelial cadherin (Ve-Cad). TGR5 was localized in the plasma membrane, as well as in intracellular vesicular structures (Figure 5A). Treatment of primary murine LSECs with vehicle (DMSO), taurolithocholic acid (TLC, 25 µM), a non-bile acid TGR5 agonist (RO5527239, 10 µM) [27], and forskolin (10 µM) for 24 h resulted in a significant decrease in ET-1 mRNA expression (DMSO vs. TLC (*n* = 10) 1.0 vs. 0.76 ± 0.06 (1.3-fold reduction, *p* < 0.01); DMSO vs. TGR5 Ago (*n* = 7) 1.0 vs. 0.73 ± 0.08 (1.4-fold reduction, *p* < 0.05); DMSO vs. forskolin (*n* = 6) 1.0 vs. 0.58 ± 0.12 (1.7-fold reduction, *p* < 0.05)) (Figure 5B). We have previously demonstrated that stimulation of TGR5 in LSECs through coupling to a stimulatory G protein triggered an increase in intracellular cAMP [1]. Therefore, forskolin, a direct activator of adenylate cyclase, was used as TGR5-independent positive control [1]. Furthermore, detection of ET-1 in the cell culture supernatant of these cells demonstrated a reduction in ET-1 protein levels in response to TLC, the TGR5 Ago, and forskolin (Figure 5C) (DMSO vs. TLC (*n* = 10) 1.0 vs. 0.80 ± 0.05 (1.3-fold reduction, *p* < 0.01); DMSO vs. TGR5 Ago (*n* = 9) 1.0 vs. 0.67 ± 0.12 (1.5-fold reduction, *p* < 0.05); DMSO vs. forskolin (*n* = 5) 1.0 vs. 0.54 ± 0.11 (1.9-fold reduction, *p* < 0.05)). Thus, stimulation of TGR5 not only reduces ET-1 mRNA expression, but also ET-1 secretion from LSECs.

### 3.5. Activation of TGR5 in HSCs Attenuates ET-1-Mediated Contractility

Activated HSCs are able to contract, leading to an increase in portal pressure due to their perivascular location in the space of Disse [40]. ET-1 has been identified as one of the key mediators regulating HSC contractility [24,41]. Since we observed an increase in portal pressure solely in TGR5 KO mice after LCA feeding, we hypothesized that activation and contraction of HSCs may contribute to this phenotype. To determine whether ET-1-dependent HSC contraction is modulated by TGR5, HSC contraction in response to ET-1 was analyzed. Rat HSCs were cultivated on collagen lattices for 7 days [40]. After this interval, DMSO, a TGR5 agonist (10 µM), or forskolin (10 µM) were added to the culture medium 30 min prior to stimulation with ET-1 (1 nM). Measurement of the collagen lattice surface area 2 h and 24 h after addition of ET-1 revealed a significantly smaller reduction in relative surface area in TGR5 agonist- or forskolin-treated cells, indicating an attenuation of HSC contractility (Figure 6A); 2 h: DMSO/ET-1 vs. TGR5 Ago/ET-1 1.0 vs. 1.64 ± 0.11 pixels^2^; DMSO/ET-1 vs. forskolin/ET-1 1.0 vs. 2.85 ± 0.36 pixels^2^, *n* = 12, *p* < 0.01; 24 h: DMSO/ET-1 vs. TGR5 Ago/ET-1 1.0 vs. 1.89 ± 0.27 pixels^2^; DMSO/ET-1 vs. forskolin/ET-1 1.0 vs. 3.96 ± 0.51, *n* = 12, *p* < 0.01. It was previously shown that cAMP may desensitize the ET-1 receptor-A (ET_A_R) towards its ligand on activated HSCs through internalization. Thus, the ET_A_R’s responsiveness is being shifted from picomolar to nanomolar concentrations [42]. Since TGR5 is coupled to a stimulatory G protein [6,8], we hypothesized that ligand binding to TGR5 could result in increased intracellular cAMP levels and internalization of the ET_A_R. Immunofluorescence staining localized the ET_A_R within the plasma membrane of HSCs, as demonstrated by colocalization with the plasma membrane marker wheat germ agglutinin (WGA) (Figure 6B). Treatment with the TGR5 agonist reduced the amount of ET_A_R within the plasma membrane, indicating internalization of the receptor (Figure 6C) (DMSO vs. TGR5 Ago (*n* = 8–9) 0.37 ± 0.06 Pearson’s correlation coefficient vs. 0.11 ± 0.04, 3.4-fold decrease, *p* < 0.01).

### 3.6. Activation of TGR5 Inhibits the ET-1-Mediated Increase in Portal Pressure

Perfusion of mouse livers with buffer containing only DMSO as vehicle did not cause any significant changes in portal perfusion pressure. A challenge of these mice with increasing concentrations of ET-1 led to a dose-dependent increase in portal perfusion pressure. Addition of a TGR5 agonist to the ET-1-enriched perfusion buffer significantly reduced the ET-1-mediated rise in portal pressure as compared to vehicle containing perfusion buffer, indicating that TGR5 activation rapidly reduces ET-1-mediated portal hypertension (DMSO vs. TGR5 Ago/+1 nM ET-1 2.41 ± 0.26 cmH_2_0 vs. 1.42 ± 0.18 cmH_2_0 (1.7-fold decrease); DMSO vs. TGR5 Ago/+5 nM ET-1 2.9 ± 0.18 cmH_2_0 vs. 1.89 ± 0.28 cmH_2_0 (1.5-fold decrease), DMSO vs. TGR5 Ago/+15 nM ET-1 3.14 ± 0.15 cmH_2_0 vs. 2.20 ± 0.3 cmH_2_0 (1.4-fold decrease), (*n* = 5–6), *p* < 0.05) (Figure 7A).

## 4. Discussion

Liver injury of various etiologies triggers morphological and functional changes within hepatic sinusoids, resulting in development of fibrosis and portal hypertension [24,43,44]. Disturbances of the intercellular crosstalk within the sinusoids, especially between LSECs and HSCs, contribute to fibrosis development and microvascular dysfunction [24,43,44]. Multiple paracrine signals, such as NO, ET-1, TGF-β, PDGF, and VEGF, as well as various cytokines and chemokines that are being secreted not only from LSECs, hepatocytes, cholangiocytes, immune cells, but also from platelets, modulate LSEC and HSC phenotype under physiological and pathophysiological conditions [44,45]. Gene expression analysis of liver tissue following LCA feeding for 84 h revealed an enrichment in signaling pathways related to inflammation, proliferation, and matrix remodeling, which was in line with histological analysis of the livers. Interestingly, mice deficient for the G protein-coupled BA receptor TGR5 were more susceptible towards LCA-induced liver injury, resulting in elevated AST serum levels, more pronounced bile infarcts, and an elevated portal perfusion pressure. TGR5 is highly expressed in cholangiocytes, where activation of the receptor triggers formation of the bicarbonate umbrella, promotes tight junction integrity, and inhibits apoptosis, thus protecting cholangiocytes from bile acid toxicity [9,11,46,47]. Lack of TGR5 therefore renders mice more susceptible towards bile acid-induced biliary injury, as observed previously, in response to common bile duct ligation (CBDL) [19] and now in the LCA model. Furthermore, TGR5 exerts anti-inflammatory functions in monocytes and macrophages [4,6,13,14,18]. Absence of TGR5 resulted in elevated expression and secretion of chemokines and cytokines in response to lipopolysaccharide injection or common bile duct ligation [18,19]. Following LCA feeding, we observed a significant induction of hepatic mRNA expression of various cytokines, chemokines, and pro-fibrogenic chemokine receptors such as CCR1 and CCR5 [39]. Interestingly, expression of the chemokine receptor CCR5 was already induced 3-fold in TGR5 KO mice under chow-fed conditions, which has been previously reported for white adipose tissue in TGR5-deficient animals [13]. CXCL10 and its receptor CXCR3 have been implicated in fibrosis development in models of congenital hepatic fibrosis and carbon tetrachloride (CCl_4_)-mediated fibrosis [48,49]. While upregulation in comparison to chow-fed WT animals of CXCL10 was 9-fold in WT and 5-fold in TGR5 KO, respectively, CXCR3 mRNA expression was induced 3-fold in WT and 5-fold in TGR5 KO following LCA feeding. Interestingly, in patients with chronic liver disease, serum CXCL10 levels, but not hepatic CXCL10 mRNA levels, were positively correlated with portal hypertension, fibrosis stage, and disease progression [50,51]. To which extent the CXCL10–CXCR3 signaling pathway contributes to the phenotypes of our LCA-fed mice is unclear. CXCL1, which is secreted from LSECs following mechanical stretching, triggers formation of sinusoidal microthrombi, thereby increasing portal pressure independent of cirrhosis [52]. Hepatic CXCL1 mRNA expression was significantly induced in LCA-fed mice. In comparison to chow-fed WT mice, CXCL1 levels were 14.5- and 9.4-fold higher in LCA-fed WT and TGR5 KO mice, respectively. However, in TGR5 KO mice, CXCL1 levels were low under chow-fed conditions and increased 27-fold in response to LCA. Thus, microthrombosis may also contribute to portal hypertension in LCA-fed TGR5 KO animals.

Moreover, expression of PDGFRα/β, TGF-β1 and ET-1, which are related to HSC activation, development of fibrosis, and portal hypertension, were upregulated in both genotypes in response to LCA. However, mRNA levels were significantly higher in livers of TGR5 KO mice as compared to liver tissue from WT littermates. While periportal fibrosis, as measured by Sirius red staining and hydroxyproline content, was not significantly increased in either genotype as early as 3.5 days after starting the LCA feeding, expression of collagen was significantly upregulated in both genotypes, suggesting initiation of fibrogenesis in line with previous data [21]. Since TGR5 is expressed both in LSECs and activated HSCs, we further explored TGR5-mediated effects in these cell types. Stimulation of TGR5 on LSECs reduced ET-1 expression, as well as its secretion, and reduced the responsiveness of activated HSCs towards ET-1 through internalization of the ET_A_R. These two mechanisms may act synergistically to reduce ET-1 signaling within the sinusoid (Figure 7B). In rats, treatment with a TGR5 agonist (BAR501) for 6 days prior to cannulation of the portal vein lowered the rise in portal perfusion pressure in response to norepinephrine [53]. Furthermore, administration of the TGR5 agonist inhibited portal hypertension in mice treated for 9 weeks with CCl_4_, while it did not affect fibrosis development [53], suggesting an effect on the hepatic microvasculature independent of extracellular matrix deposition. As underlying molecular mechanisms, the authors demonstrated that TGR5 activation induces expression and also non-genomically promotes activation of cystathione- γ-lyase (CSE), resulting in increased production of hydrogen sulfide (H_2_S), a potent vasodilator [53,54]. Amongst others, we have previously shown that TGR5 may also trigger serine phosphorylation of eNOS, thereby promoting NO generation, which again leads to vasodilation of hepatic sinusoids [1,53]. Taken together, TGR5 agonists promote generation and secretion of vasodilatory agents (H_2_S and NO) and inhibit expression and secretion of the potent vasoconstrictor ET-1 from LSECs [1,7,46,53,54]. While the function of TGR5 in LSECs has been previously studied, the role of TGR5 for HSC activation and function remained elusive. Interestingly, the rise in hepatic PDGFRα/β expression was more pronounced in TGR5 KO mice as compared to WT littermates after LCA-feeding. PDGF-β, which may be derived from either LSECs or platelets, can signal to activated HSCs through its receptor PDGFRβ and promote cell proliferation, migration, and development of a pro-angiogenic HSC phenotype [55,56]. Furthermore, it was recently demonstrated that PDGF-β plays a role in the trans-differentiation processes of HSCs into an activated phenotype, and that administration of an anti-PDGF-β antibody (MPR8457) inhibits development and progression of biliary fibrosis in Abcb4 KO mice, which serve as a chronic model for sclerosing cholangitis [56,57]. Moreover, cAMP may desensitize activated HSCs towards ET-1 through internalization of the ET_A_R [42]. Using a non-BA TGR5 ligand, we could demonstrate that activation of the receptor promotes retrieval of ET_A_R from the plasma membrane, explaining the reduced ET-1-dependent contractility of activated HSCs in the presence of a TGR5 agonist in vitro. In summary, TGR5 activation reduces hepatic vascular resistance through several mechanisms, both in LSECs and in HSCs, that act synergistically. Through modulation of PDGFRβ expression, it may also contribute to the response of HSCs to microvascular thrombosis and platelet-derived signals. A recent study explored the effect of the non-bile acid TGR5 ligand oleanolic acid in a rat model of liver fibrosis development [58]. Treatment with oleanolic acid significantly reduced fibrogenesis in vivo; however, a direct effect on HSCs in vitro was not observed, since the cell lines used did not express TGR5 [58]. It was previously reported that TGR5 expression, which is very low in quiescent HSCs, is upregulated during the activation of HSCs into a myofibroblast-like phenotype [4,26]. Thus, stimulation of TGR5 on activated HSCs may contribute to the beneficial effects of oleanolic acid on fibrosis development in the above model [58]. Furthermore, mice deficient in both TGR5 and the nuclear bile acid receptor FXR were generated and showed an enrichment in gene expression pathways associated with liver fibrosis and inflammation in line with our study [59]. Since FXR agonists convey beneficial effects in preclinical models of liver fibrosis and portal hypertension [60], it is highly anticipated that TGR5/FXR double-KO mice will also develop LSEC and HSC dysfunction and portal hypertension. Thus, targeting of BA signaling becomes an interesting strategy to reverse morphological changes and dysfunction of cell types residing in the hepatic sinusoids, thereby attenuating portal hypertension and fibrosis development.

## Figures and Tables

**Figure 1:**
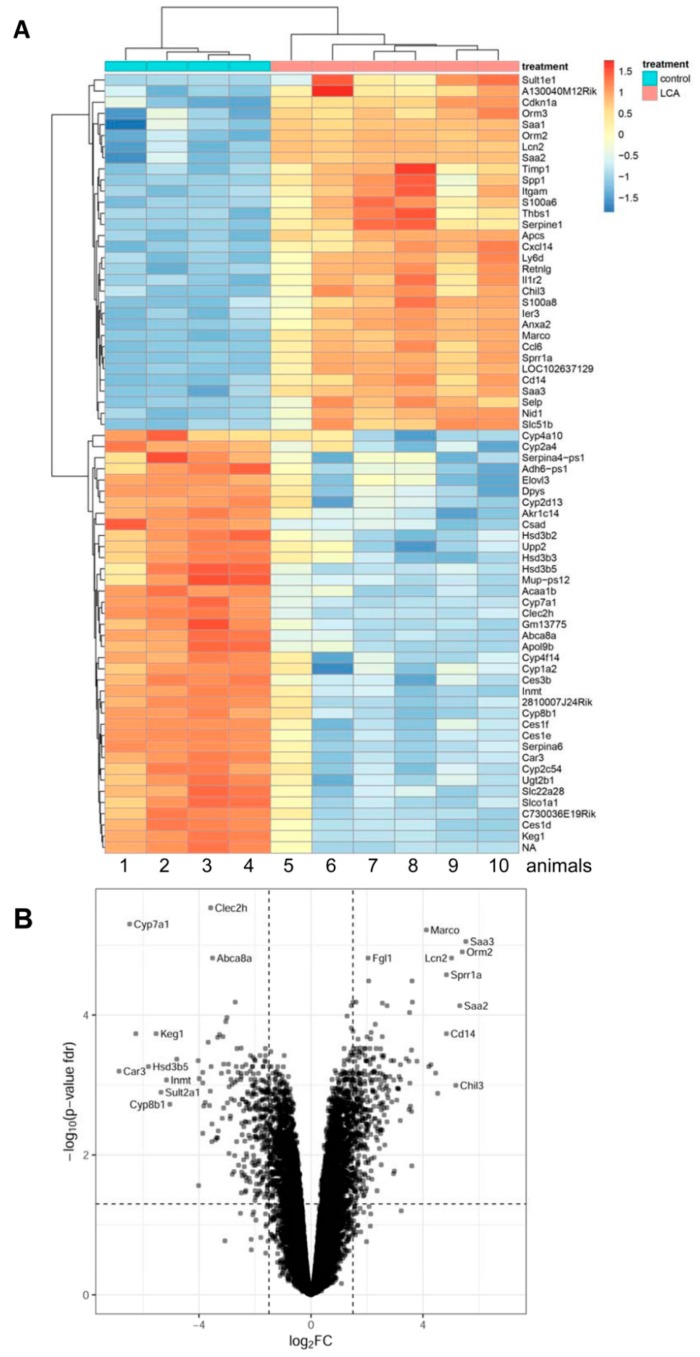
Influence of a chow diet supplemented with 1% lithocholic acid (LCA) over 3.5 days on gene expression in liver tissue of mice. (**A**) Heatmaps of z-scores (expression values standardized per gene to mean 0 and standard deviation 1) of the strongest differentially-regulated genes (*p* < 0.05 and log2 fold change >3 (upregulated) or <−3 (downregulated)). Each row corresponds to a gene, each column to a mouse. Rows and columns were ordered according to average linkage hierarchical clustering. (**B**) Volcano plot: On the x-axis, the log_2_ fold change is plotted, and on the y-axis, -log10 of the false discovery rate (FDR)-adjusted *p*-value is plotted.

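Taken together, the genes that changed in the other LCA-fed mice were shifted in the same overall direction in each LCA-fed mouse, and least in LCA replicate 3. The response of each mouse was measured over the probe sets that passed both thresholds without that mouse, where 0 is the chow mean and 1 the mean of the other LCA-fed mice. It was 0.53 in LCA replicate 3, 0.99 in replicates 1 and 2, 1.00 in replicate 4, 1.16 in replicate 5 and 1.11 in replicate 6. The mean was 0.96 ± 0.22 (SD, n = 6) in the LCA-fed and 0.04 ± 0.09 (SD, n = 4) in the chow-fed mice. LCA replicate 3 lay apart from the other LCA-fed mice by Dixon's ratio (0.721). Over 748 probe sets, its response was 0.59 for the upregulated and 0.47 for the downregulated ones.

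**Figure D4:**
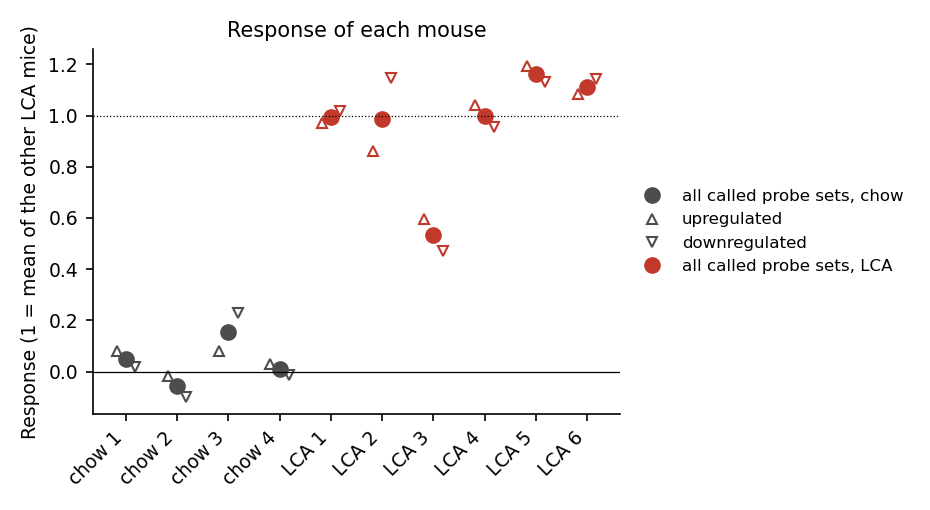
Response of each mouse over the probe sets that passed both thresholds without it, for all of them and for the upregulated and downregulated ones. The chow-fed mice lie between -0.06 and 0.16, LCA replicate 3 at 0.53 and the other LCA-fed mice between 0.99 and 1.16.

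By list, the response of LCA replicate 3 was 0.88 for the Kupffer cell markers, 0.37 for the perivenous hepatocyte genes and 0.36 for the genes of the urea cycle and amino acid breakdown. LCA replicate 5 had the highest response for the matrix genes (1.57), the neutrophil markers (1.54) and the cell cycle genes (1.65). At the edges of the volcano plot, 32 upregulated and 38 downregulated probe sets changed by more than 3 on the log2 scale. Clec2h, a C-type lectin, fell from 7.79 ± 0.18 (SD, n = 4) to 4.20 ± 0.29 (SD, n = 6), with an adjusted p of 2.93e-06 from limma. The lipid transporter Abca8a fell from 9.22 ± 0.37 (SD, n = 4) to 5.71 ± 0.38 (SD, n = 6), with an adjusted p of 1.53e-05 from limma.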

**Figure 2:**
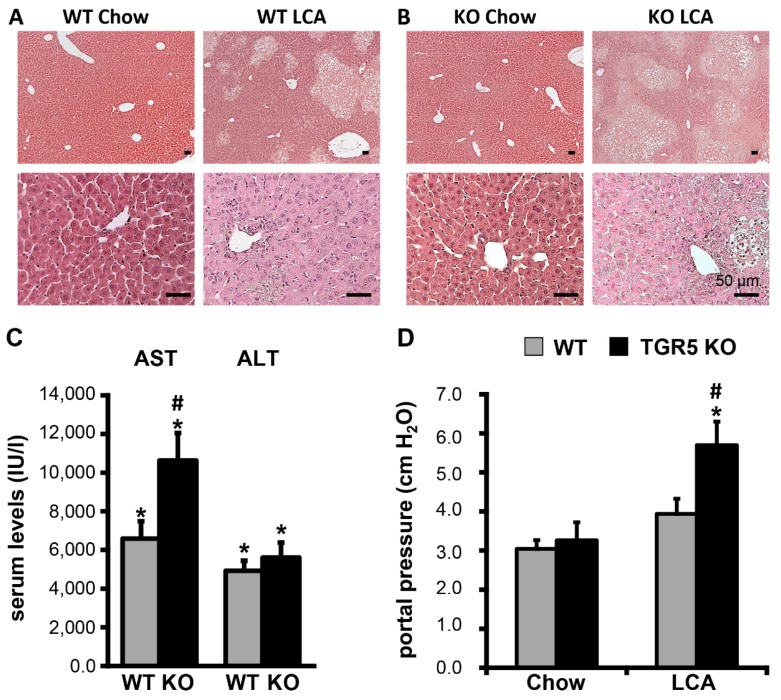
LCA feeding induces a more pronounced liver injury in TGR5 knockout mice as compared to littermate controls. (**A**) Hematoxylin and eosin staining of representative liver sections from wildtype mice fed with either a chow or LCA-enriched diet (1% *wt*/*wt*) for 84 h. (**B**) H&E staining of liver sections from TGR5 knockout (KO) mice. LCA feeding results in a more severe liver injury in TGR5 KO mice as compared to controls. Bars = 50 μm. (**C**) Serum AST and ALT-levels (in IU/l) increase significantly in mice of both genotypes following LCA feeding (*n* = 10–12 for LCA-fed and *n* = 4 for chow-fed mice of each genotype). (**D**) Measurement of portal vein perfusion pressure (in cm H_2_0) of wildtype (WT) and TGR5 KO mice fed with either chow or LCA diet (*n* = 5–7). All data are shown as mean ± standard error of the mean (SEM). * Statistically significant difference between the LCA- and chow-fed mice of the same genotype (*p* < 0.05); # statistically significant difference between WT and TGR5 KO mice fed the same diet (*p* < 0.05).

**Figure 3:**
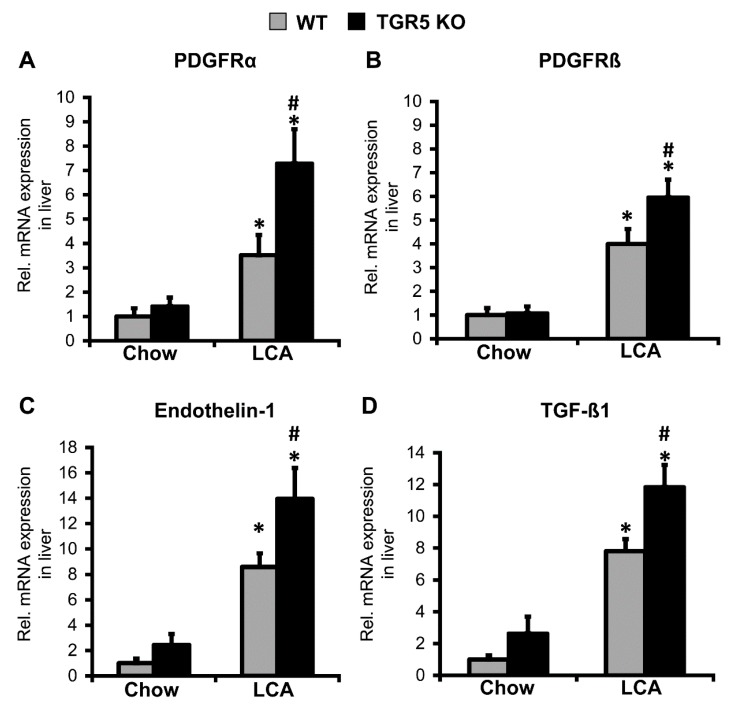
Expression of genes related to portal hypertension and fibrosis development are significantly higher in liver tissue of TGR5 KO mice as compared to WT littermates in response to LCA feeding. (**A**–**D**) Semi-quantitative real-time PCR analysis of liver tissue revealed an upregulation of mRNA expression PDGFRα, PDGRFβ, endothelin-1, and TGF-β1 following LCA feeding. The increase was more pronounced in mice deficient for TGR5. Data are presented as mean ± SEM (*n* = 4–12). * Statistically significant difference between the LCA- and chow-fed mice of the same genotype (*p* < 0.05); # statistically significant difference between WT and TGR5 KO mice fed the same diet (*p* < 0.05; using the two-sided Student’s *t*-test).

**Figure 4:**
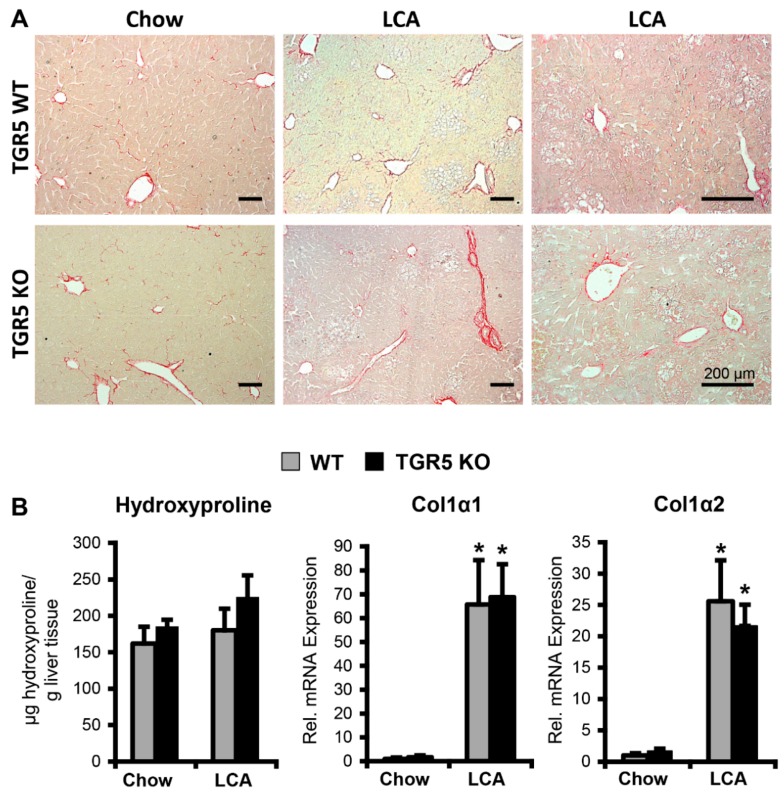
LCA-feeding triggers an increase in extracellular matrix production in both genotypes. (**A**) Representative Sirius red staining from one chow-fed and two LCA-fed animals of each genotype demonstrates a slight increase in fibrous tissue in both genotypes. Bars = 200 μm. (**B**) Measurement of hydroxyproline content in liver tissue showed a slight increase following LCA feeding, which did not reach significance (*n* = 8–10 animals per genotype LCA group, *n* = 3 animals per genotype for chow group). However, expression of collagen-1α1 and collagen-1α2 increased significantly after LCA feeding in both genotypes (qPCR*: n* = 12–14 LCA-fed animals per genotype, *n* = 4 chow-fed animals per genotype). Liver tissue from WT animals is shown in grey, while tissue from TGR5 KO mice is represented by black bars. All data are shown as mean ± SEM. * Statistically significant difference between the LCA- and chow-fed mice of the same genotype (*p* < 0.05) (*n* = 8–10).

**Figure 5:**
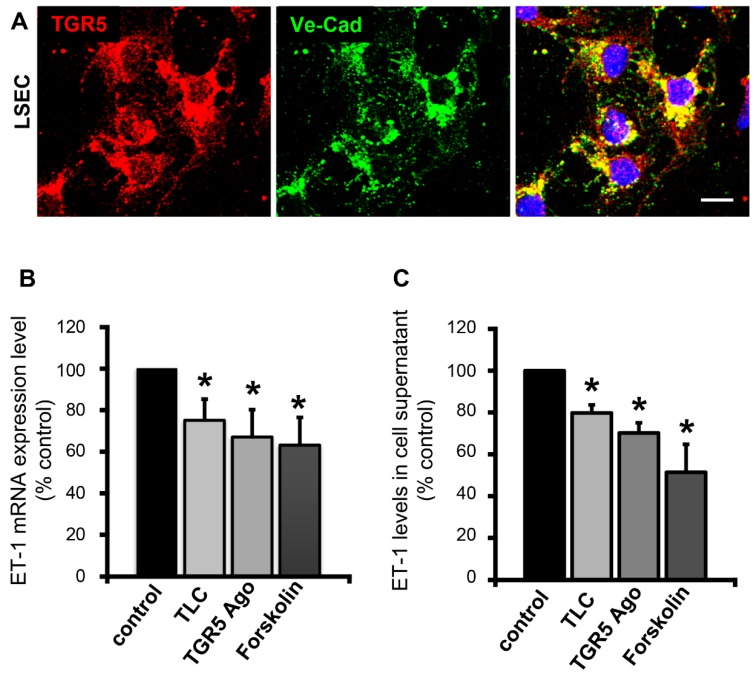
Stimulation of TGR5 in isolated liver sinusoidal endothelial cells (LSECs) reduces endothelin-1 (ET-1) mRNA expression and secretion. (**A**) Immunofluorescence staining of TGR5 in isolated LSECs (in red) demonstrates localization of the receptor within the plasma membrane, as well as in intracellular vesicular structures. An antibody against vascular endothelial cadherin (VE-cad, shown in green) was used to visualize cell junctions near the plasma membrane. Nuclei were stained with Hoechst (shown in blue). Bar = 10 μm. (**B**) ET-1 mRNA levels in isolated murine LSECs in response to a 24-h incubation with DMSO (=control), TLC (25 μM), a TGR5 agonist (10 μM), or forskolin (10 μM). The mRNA level after DMSO treatment was set to 100%. (**C**) Detection of ET-1 protein amounts by ELISA in the cell supernatant of LSECs incubated for 24 h with DMSO (=control), TLC (25 μM), a TGR5 agonist (10 μM), or forskolin (10 μM). ET-1 protein levels after stimulation with DMSO were set to 100%. Data are presented as mean ± SEM (n = 6–9). * Statistically significant difference as compared to DMSO-treated controls (*p* < 0.05).

**Figure 6:**
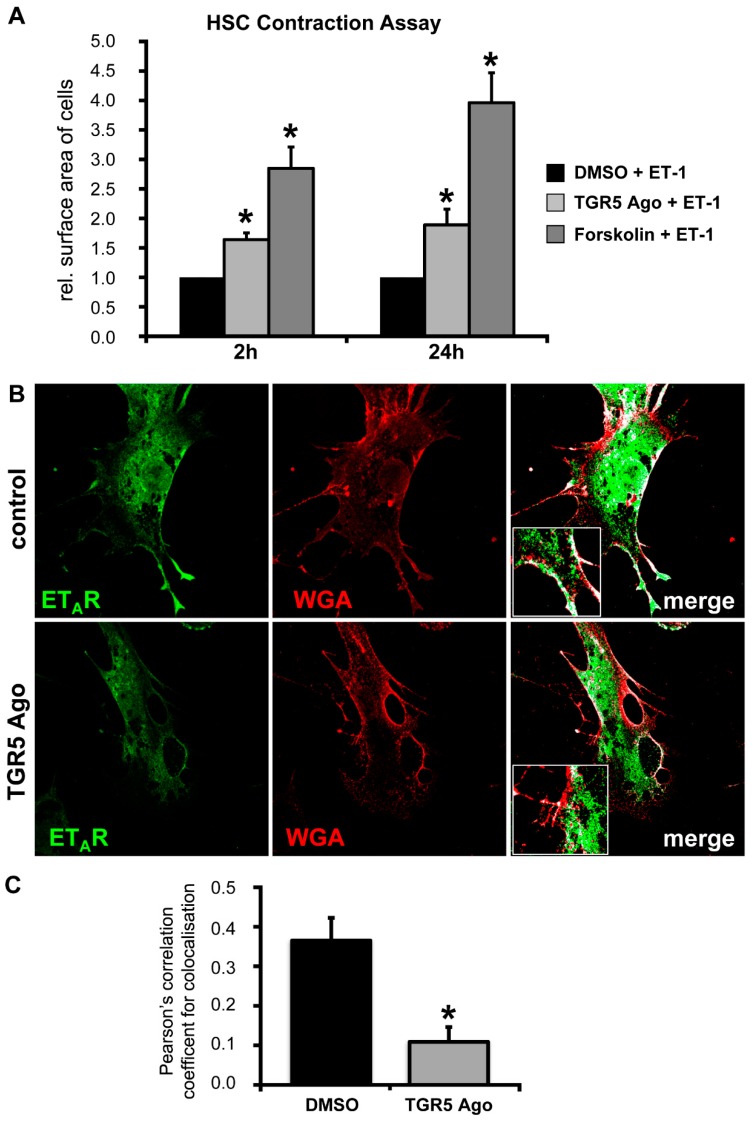
Stimulation of TGR5 in isolated HSCs triggers internalization of the endothelin A receptor (ET_A_R), thus reducing the contractile response towards ET-1. (**A**) Contraction of rat HSCs on collagen lattices was measured in response to ET-1 after pre-incubation with DMSO, a TGR5 agonist (10 μM), or forskolin (10 μM), which was used as TGR5-independent positive control. Surface area of collagen lattices served as indirect measure of contractile activity 2 h and 24 h after ET-1 addition. Surface area of cells/collagen lattices treated with DMSO and ET-1 was set to 1.0. Data are shown as mean ± SEM (*n* = 12); * statistically significant from DMSO/ET-1-treated cells (*p* < 0.01). (**B**) Immunofluorescence staining of murine HSCs using an antibody directed against the ET_A_R (in green) and Alexa-543 coupled wheat germ agglutinin (WGA, shown in red) to stain the cell surface. HSCs were incubated with either DMSO or a TGR5 agonist (10 μM) for 24 h prior to fixation and immunofluorescence staining. Colocalization of ET_A_R and WGA was determined using the coloc2 plugin for ImageJ. Colocalized pixels are shown in white in the merge images. (**C**) Colocalization was quantified using Pearson’s correlation coefficient for colocalization, as determined by the coloc2 plugin for ImageJ for each selected region of interest (ROI). Data are shown as mean ± SEM; * statistically significant from DMSO-treated cells (*n* = 8–9; 2–3 different ROIs per condition of three different cell isolations) (*p* < 0.05).

**Figure 7:**
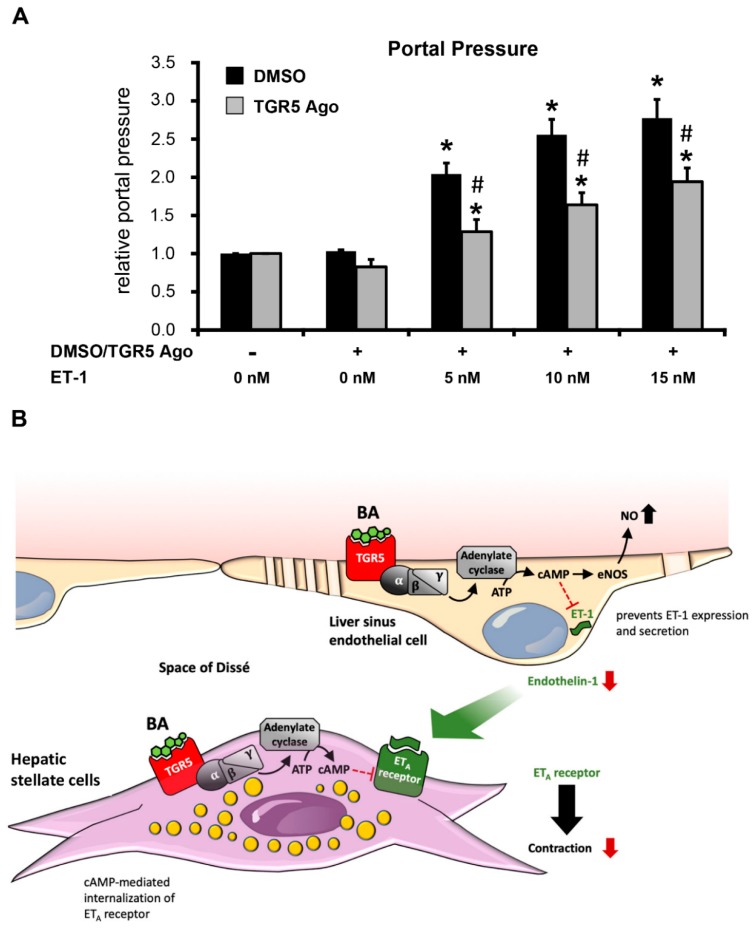
TGR5-dependent regulation of portal perfusion pressure. (**A**) Portal perfusion pressure of TGR5 transgenic mice (TGR5tg) was continuously measured in the presence of DMSO or a TGR5 agonist and increasing concentrations of ET-1. Perfusion was performed with either DMSO or a TGR5 agonist (10 μM) and increasing concentrations of endothelin-1 (ET-1, 5–15nM). Data are shown relative to controls, where the perfusion pressure in the presence of DMSO-containing perfusion buffer following an equilibrium phase of 15 min at the starting point was set to 1.0. All data are shown as mean ± SEM; * statistically significant from DMSO-treated cells (*p* < 0.05) (*n* = 6–9). (**B**) Cartoon depicting the mechanisms of TGR5-dependent inhibition of ET-1 signaling within the sinusoid. Activation of TGR5 through cAMP inhibits transcription and subsequent secretion of ET-1 from LSECs. ET-1, produced by LSECs, is known to induce contraction of activated HSCs cells by binding to the ET_A_R, leading to an increase of intrahepatic vascular resistance and, hence, the development of portal hypertension. Activation of TGR5 in HSCs promotes internalization of the ET_A_R, reducing ligand binding at the cell surface and thus contractile activity. In conclusion, ligand binding to TGR5 activates two mechanisms that act synergistically to reduce intrahepatic vascular resistance and, thus, portal hypertension.

**Table 1:** Selection of genes significantly regulated in livers of TGR5 wildtype (WT) and TGR5 knockout (KO) after LCA feeding for 84 h as compared to chow-fed animals of the same genotypes. Data were generated by real-time PCR, as described in Section 2—Materials and Methods. Gene expression is presented in relation to the house-keeping gene SDHA. Values for WT mice on chow diet were set to 1.0. * Significantly different as compared to chow-fed animals of the same genotype (*p* < 0.05); ** significantly different as compared to chow-fed animals of the same genotype (*p* < 0.01); # significantly different as compared to WT animals of the same treatment group (*p* < 0.05). All data are expressed as mean ± SEM. Green and red boxes indicate a statistically significant downregulation or upregulation, respectively, of a gene in TGR5 KO as compared to WT littermates receiving the same treatment.

	WT Chow		WT LCA		WT LCA		KO LCA	
	Mean	SEM	MW	SEM	MW	SEM	MW	SEM
Col1α1	1.00	0.57	1.71	0.81	65.77 **	18.57	68.82 **	13.78
Col1α2	1.00	0.35	1.69	0.39	25.59 **	6.53	21.67 **	3.39
PAI-1	1.00	0.27	0.92	0.31	120.21 **	24.53	160.23 **	29.05
TIMP-1	1.00	0.44	4.03	2.74	492.23 *	159.09	456.28 **	93.63
VEGF-C	1.00	0.21	2.00	0.50	5.26 *	1.69	7.23 *	1.64
eNOS	1.00	0.26	1.43	0.46	10.07 **	1.39	10.19 **	1.46
VAP-1	1.00	0.70	0.40	0.12	5.78 *	1.98	4.92 **	1.03
CD163	1.00	0.23	1.50	0.13	16.23 **	4.64	16.53 **	3.12
CCR1	1.00	0.55	1.89	0.50	134.81 **	32.27	111.67 **	21.33
CCR5	1.00	0.37	3.16 #	0.26	35.52 **	8.26	17.20 **#	3.18
CXCR3	1.00	0.20	1.57	0.42	3.11 **	0.67	5.35 **#	0.67
CXCR4	1.00	0.37	0.83	0.22	14.53 **	3.53	13.41 **	2.68
CXCR7	1.00	0.45	1.32	0.38	28.23 **	7.24	26.56 **	5.45
CCL2	1.00	0.50	1.40	0.80	293.80 **	30.39	384.99 **	71.68
CCL3	1.00	0.50	3.46	1.58	98.31 **	18.18	95.45 **	15.64
CCL4	1.00	0.76	1.26	0.37	55.92 **	12.79	38.48 **	6.40
CCL25	1.00	0.28	2.14	0.20	3.16 **	0.34	3.13 **	0.34
CXCL1	1.00	0.76	0.35	0.07	14.48 **	1.64	9.38 **#	1.00
CXCL10	1.00	0.17	1.22	0.42	9.69 **	1.95	5.03 **#	0.68
IL1β	1.00	0.20	1.91	0.44	16.34 **	2.91	17.07 **	2.41
IL10	1.00	0.08	1.24	0.32	26.43 **	4.13	48.14 **	12.76
TNFα	1.00	0.59	2.19	0.94	19.78 **	3.49	21.39 **	3.35
TGF-β2	1.00	0.50	1.00	0.32	16.55 **	2.86	16.95 **	2.71
TGFβR1	1.00	0.06	1.66	0.50	7.99 **	0.94	8.84 **	0.92
CyclinD1	1.00	0.31	1.36	0.35	17.57 **	2.81	8.95 **#	0.98
SOX9	1.00	0.17	1.24	0.06	16.03 **	2.89	16.02 **	1.00
Caspase3	1.00	0.20	1.65	0.20	10.92 **	1.98	10.46 **	1.38
RIPK1	1.00	0.14	1.28	0.12	4.00 **	0.49	4.32 **	0.50
RIPK3	1.00	0.27	1.89	0.45	21.74 **	2.72	28.57 **	3.27
MT-1	1.00	0.48	1.15	0.36	140.44 **	40.83	104.00 **	28.48
MT-2	1.00	0.38	1.21	0.59	293.15 *	97.95	186.38 **	46.39
CYP7A1	1.00	0.22	2.23	0.57	0.01 **	0.00	0.01 **	0.00
CYP8B1	1.00	0.28	1.20	0.26	0.01 *	0.00	0.01 *	0.00

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/8/11/1467/s1, Figure S1: Expression of TGR5 in rodent HSCs Figure S2: HSC contraction assay Table S1: Differentially upregulated genes LCA vs. chow; Table S2: Differentially downregulated genes LCA vs. chow; Table S3: Enriched GO pathways LCA vs. chow; Table S4: Downregulated GO pathways LCA vs. chow.

## References

[1] Keitel V., Reinehr R., Gatsios P., Rupprecht C., Görg B., Selbach O., Häussinger D., Kubitz R. (2007). The G-protein coupled bile salt receptor TGR5 is expressed in liver sinusoidal endothelial cells. Hepatology.

[2] Pols T.W., Nomura M., Harach T., Lo Sasso G., Oosterveer M.H., Thomas C., Rizzo G., Gioiello A., Adorini L., Pellicciari R. (2011). TGR5 activation inhibits atherosclerosis by reducing macrophage inflammation and lipid loading. Cell Metab..

[3] Deutschmann K., Reich M., Klindt C., Droge C., Spomer L., Häussinger D., Keitel V. (2018). Bile acid receptors in the biliary tree: TGR5 in physiology and disease. Biochim. Biophys. Acta Mol. Basis Dis..

[4] Keitel V., Donner M., Winandy S., Kubitz R., Häussinger D. (2008). Expression and function of the bile acid receptor TGR5 in Kupffer cells. Biochem. Biophys. Res. Commun..

[5] Kordes C., Sawitza I., Götze S., Häussinger D. (2015). Bile acids and stellate cells. Dig. Dis..

[6] Kawamata Y., Fujii R., Hosoya M., Harada M., Yoshida H., Miwa M., Fukusumi S., Habata Y., Itoh T., Shintani Y. (2003). AG protein-coupled receptor responsive to bile acids. J. Biol. Chem..

[7] Keitel V., Stindt J., Häussinger D. (2019). Bile Acid-Activated Receptors: GPBAR1 (TGR5) and Other G Protein-Coupled Receptors. Handb. Exp. Pharmacol..

[8] Maruyama T., Miyamoto Y., Nakamura T., Tamai Y., Okada H., Sugiyama E., Nakamura T., Itadani H., Tanaka K. (2002). Identification of membrane-type receptor for bile acids (M-BAR). Biochem. Biophys. Res. Commun..

[9] Keitel V., Cupisti K., Ullmer C., Knoefel W.T., Kubitz R., Häussinger D. (2009). The membrane-bound bile acid receptor TGR5 is localized in the epithelium of human gallbladders. Hepatology.

[10] Keitel V., Reich M., Häussinger D. (2015). TGR5: Pathogenetic role and/or therapeutic target in fibrosing cholangitis?. Clin. Rev. Allergy Immunol..

[11] Merlen G., Kahale N., Ursic-Bedoya J., Bidault-Jourdainne V., Simerabet H., Doignon I., Tanfin Z., Garcin I., Péan N., Gautherot J. (2019). TGR5-dependent hepatoprotection through the regulation of biliary epithelium barrier function. Gut.

[12] Perino A., Schoonjans K. (2015). TGR5 and Immunometabolism: Insights from Physiology and Pharmacology. Trends Pharmacol. Sci..

[13] Perino A., Pols T.W., Nomura M., Stein S., Pellicciari R., Schoonjans K. (2014). TGR5 reduces macrophage migration through mTOR-induced C/EBPbeta differential translation. J. Clin. Investig..

[14] Guo C., Xie S., Chi Z., Zhang J., Liu Y., Zhang L., Zheng M., Zhang X., Xia D., Ke Y. (2016). Bile Acids Control Inflammation and Metabolic Disorder through Inhibition of NLRP3 Inflammasome. Immunity.

[15] Vassileva G., Golovko A., Markowitz L., Abbondanzo S.J., Zeng M., Yang S., Hoos L., Tetzloff G., Levitan D., Murgolo N.J. (2006). Targeted deletion of Gpbar1 protects mice from cholesterol gallstone formation. Biochem. J..

[16] Maruyama T., Tanaka K., Suzuki J., Miyoshi H., Harada N., Nakamura T., Miyamoto Y., Kanatani A., Tamai Y. (2006). Targeted disruption of G protein-coupled bile acid receptor 1 (Gpbar1/M-Bar) in mice. J. Endocrinol..

[17] Pean N., Doignon I., Garcin I., Besnard A., Julien B., Liu B., Branchereau S., Spraul A., Guettier C., Humbert L. (2013). The receptor TGR5 protects the liver from bile acid overload during liver regeneration in mice. Hepatology.

[18] Wang Y.D., Chen W.D., Yu D., Forman B.M., Huang W. (2011). The G-protein-coupled bile acid receptor, Gpbar1 (TGR5), negatively regulates hepatic inflammatory response through antagonizing nuclear factor kappa light-chain enhancer of activated B cells (NF-kappaB) in mice. Hepatology.

[19] Reich M., Deutschmann K., Sommerfeld A., Klindt C., Kluge S., Kubitz R., Ullmer C., Knoefel W.T., Herebian D., Mayatepek E. (2016). TGR5 is essential for bile acid-dependent cholangiocyte proliferation in vivo and in vitro. Gut.

[20] Sato M., Sato K., Furuse M. (2008). Change in hepatic and plasma bile acid contents and its regulatory gene expression in the chicken embryo. Comp. Biochem. Physiol. B Biochem. Mol. Biol..

[21] Fickert P., Fuchsbichler A., Marschall H.U., Wagner M., Zollner G., Krause R., Zatloukal K., Jaeschke H., Denk H., Trauner M. (2006). Lithocholic acid feeding induces segmental bile duct obstruction and destructive cholangitis in mice. Am. J. Pathol..

[22] Woolbright B.L., Li F., Xie Y., Farhood A., Fickert P., Trauner M., Jaeschke H. (2014). Lithocholic acid feeding results in direct hepato-toxicity independent of neutrophil function in mice. Toxicol. Lett..

[23] Pimpin L., Cortez-Pinto H., Negro F., Corbould E., Lazarus J.V., Webber L., Sheron N., EASL HEPAHEALTH Steering Committee (2018). Burden of liver disease in Europe: Epidemiology and analysis of risk factors to identify prevention policies. J. Hepatol..

[24] McConnell M., Iwakiri Y. (2018). Biology of portal hypertension. Hepatol. Int..

[25] Iwakiri Y., Shah V., Rockey D.C. (2014). Vascular pathobiology in chronic liver disease and cirrhosis—Current status and future directions. J. Hepatol..

[26] Sawitza I., Kordes C., Götze S., Herebian D., Häussinger D. (2015). Bile acids induce hepatic differentiation of mesenchymal stem cells. Sci. Rep..

[27] Ullmer C., Alvarez Sanchez R., Sprecher U., Raab S., Mattei P., Dehmlow H., Sewing S., Iglesias A., Beauchamp J., Conde-Knape K. (2013). Systemic bile acid sensing by G protein-coupled bile acid receptor 1 (GPBAR1) promotes PYY and GLP-1 release. Br. J. Pharmacol..

[28] Thomas C., Gioiello A., Noriega L., Strehle A., Oury J., Rizzo G., Macchiarulo A., Yamamoto H., Mataki C., Pruzanski M. (2009). TGR5-mediated bile acid sensing controls glucose homeostasis. Cell Metab..

[29] Vassileva G., Hu W., Hoos L., Tetzloff G., Yang S., Liu L., Kang L., Davis H.R., Hedrick J.A., Lan H. (2010). Gender-dependent effect of Gpbar1 genetic deletion on the metabolic profiles of diet-induced obese mice. J. Endocrinol..

[30] Jamall I.S., Finelli V.N., Que Hee S.S. (1981). A simple method to determine nanogram levels of 4-hydroxyproline in biological tissues. Anal. Biochem..

[31] Bartneck M., Topuz F., Tag C.G., Sauer-Lehnen S., Warzecha K.T., Trautwein C., Weiskirchen R., Tacke F. (2015). Molecular response of liver sinusoidal endothelial cells on hydrogels. Mater. Sci. Eng. C Mater. Biol. Appl..

[32] Kordes C., Sawitza I., Müller-Marbach A., Ale-Agha N., Keitel V., Klonowski-Stumpe H., Häussinger D. (2007). CD133+ hepatic stellate cells are progenitor cells. Biochem. Biophys. Res. Commun..

[33] Schneider C.A., Rasband W.S., Eliceiri K.W. (2012). NIH Image to ImageJ: 25 years of image analysis. Nat. Methods.

[34] Schindelin J., Arganda-Carreras I., Frise E., Kaynig V., Longair M., Pietzsch T., Preibisch S., Rueden C., Saalfeld S., Schmid B. (2012). Fiji: An open-source platform for biological-image analysis. Nat. Methods.

[35] Chazotte B. (2011). Labeling membrane glycoproteins or glycolipids with fluorescent wheat germ agglutinin. Cold Spring Harb. Protoc..

[36] Smyth G.K. (2005). Limma: Linear Models for Microarray Data. Bioinformatics and Computational Biology Solutions Using R and Bioconductor.

[37] Benjamini Y., Hochberg Y. (1995). Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. J. R. Stat. Soc. Ser. B Methodol..

[38] Alexa A., Rahnenführer J., Lengauer T. (2006). Improved scoring of functional groups from gene expression data by decorrelating GO graph structure. Bioinformatics.

[39] Seki E., De Minicis S., Gwak G.Y., Kluwe J., Inokuchi S., Bursill C.A., Llovet J.M., Brenner D.A., Schwabe R.F. (2009). CCR1 and CCR5 promote hepatic fibrosis in mice. J. Clin. Investig..

[40] Rockey D.C., Housset C.N., Friedman S.L. (1993). Activation-dependent contractility of rat hepatic lipocytes in culture and in vivo. J. Clin. Investig..

[41] Iwakiri Y. (2012). Endothelial dysfunction in the regulation of cirrhosis and portal hypertension. Liver Int..

[42] Reinehr R., Fischer R., Häussinger D. (2002). Regulation of endothelin-A receptor sensitivity by cyclic adenosine monophosphate in rat hepatic stellate cells. Hepatology.

[43] Greuter T., Shah V.H. (2016). Hepatic sinusoids in liver injury, inflammation, and fibrosis: New pathophysiological insights. J. Gastroenterol..

[44] Marrone G., Shah V.H., Gracia-Sancho J. (2016). Sinusoidal communication in liver fibrosis and regeneration. J. Hepatol..

[45] Lee Y.A., Wallace M.C., Friedman S.L. (2015). Pathobiology of liver fibrosis: A translational success story. Gut.

[46] Keitel V., Häussinger D. (2018). Role of TGR5 (GPBAR1) in Liver Disease. Semin. Liver Dis..

[47] Beuers U., Hohenester S., de Buy Wenniger L.J., Kremer A.E., Jansen P.L., Elferink R.P. (2010). The biliary HCO(3)(-) umbrella: A unifying hypothesis on pathogenetic and therapeutic aspects of fibrosing cholangiopathies. Hepatology.

[48] Hintermann E., Bayer M., Pfeilschifter J.M., Luster A.D., Christen U. (2010). CXCL10 promotes liver fibrosis by prevention of NK cell mediated hepatic stellate cell inactivation. J. Autoimmun..

[49] Kaffe E., Fiorotto R., Pellegrino F., Mariotti V., Amenduni M., Cadamuro M., Fabris L., Strazzabosco M., Spirli C. (2018). beta-Catenin and interleukin-1beta-dependent chemokine (C-X-C motif) ligand 10 production drives progression of disease in a mouse model of congenital hepatic fibrosis. Hepatology.

[50] Lehmann J.M., Claus K., Jansen C., Pohlmann A., Schierwagen R., Meyer C., Thomas D., Manekeller S., Claria J., Strassburg C.P. (2018). Circulating CXCL10 in cirrhotic portal hypertension might reflect systemic inflammation and predict ACLF and mortality. Liver Int..

[51] Tacke F., Zimmermann H.W., Berres M.L., Trautwein C., Wasmuth H.E. (2011). Serum chemokine receptor CXCR3 ligands are associated with progression, organ dysfunction and complications of chronic liver diseases. Liver Int..

[52] Hilscher M.B., Sehrawat T., Arab J.P., Zeng Z., Gao J., Liu M., Kostallari E., Gao Y., Simonetto D.A., Yaqoob U. (2019). Mechanical Stretch Increases Expression of CXCL1 in Liver Sinusoidal Endothelial Cells to Recruit Neutrophils, Generate Sinusoidal Microthombi, and Promote Portal Hypertension. Gastroenterology.

[53] Renga B., Cipriani S., Carino A., Simonetti M., Zampella A., Fiorucci S. (2015). Reversal of Endothelial Dysfunction by GPBAR1 Agonism in Portal Hypertension Involves a AKT/FOXOA1 Dependent Regulation of H2S Generation and Endothelin-1. PLoS ONE.

[54] Renga B., Bucci M., Cipriani S., Carino A., Monti M.C., Zampella A., Gargiulo A., d‘Emmanuele di Villa Bianca R., Distrutti E., Fiorucci S. (2015). Cystathionine gamma-lyase, a H2S-generating enzyme, is a GPBAR1-regulated gene and contributes to vasodilation caused by secondary bile acids. Am. J. Physiol. Heart Circ. Physiol..

[55] Semela D., Das A., Langer D., Kang N., Leof E., Shah V. (2008). Platelet-derived growth factor signaling through ephrin-b2 regulates hepatic vascular structure and function. Gastroenterology.

[56] Yoshida S., Ikenaga N., Liu S.B., Peng Z.W., Chung J., Sverdlov D.Y., Miyamoto M., Kim Y.O., Ogawa S., Arch R.H. (2014). Extrahepatic platelet-derived growth factor-beta, delivered by platelets, promotes activation of hepatic stellate cells and biliary fibrosis in mice. Gastroenterology.

[57] Fickert P., Pollheimer M.J., Beuers U., Lackner C., Hirschfield G., Housset C., Keitel V., Schramm C., Marschall H.U., Karlsen T.H. (2014). Characterization of animal models for primary sclerosing cholangitis (PSC). J. Hepatol..

[58] Kaya D., Kaji K., Tsuji Y., Yamashita S., Kitagawa K., Ozutsumi T., Fujinaga Y., Takaya H., Kawaratani H., Moriya K. (2019). TGR5 Activation Modulates an Inhibitory Effect on Liver Fibrosis Development Mediated by Anagliptin in Diabetic Rats. Cells.

[59] Ferrell J.M., Pathak P., Boehme S., Gilliland T., Chiang J.Y.L. (2019). Deficiency of Both Farnesoid X Receptor and Takeda G Protein-Coupled Receptor 5 Exacerbated Liver Fibrosis in Mice. Hepatology.

[60] Schwabl P., Hambruch E., Seeland B.A., Hayden H., Wagner M., Garnys L., Strobel B., Schubert T.L., Riedl F., Mitteregger D. (2017). The FXR agonist PX20606 ameliorates portal hypertension by targeting vascular remodelling and sinusoidal dysfunction. J. Hepatol..

# Supplementary material for: The G Protein-Coupled Bile Acid Receptor TGR5 (Gpbar1) Modulates Endothelin-1 Signaling in Liver
**Source:** Cells. 2019 Nov 19;8(11):1467. doi: 10.3390/cells8111467
**Supplement:** Supplementary file 1

A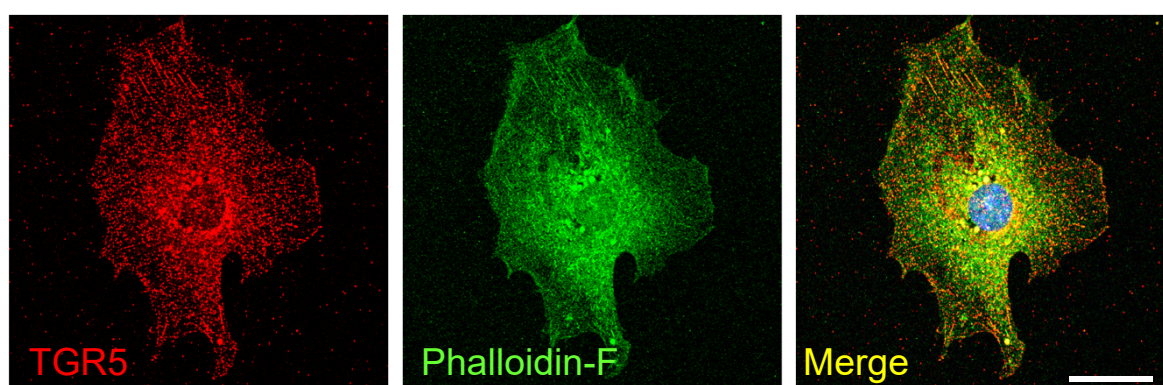**B**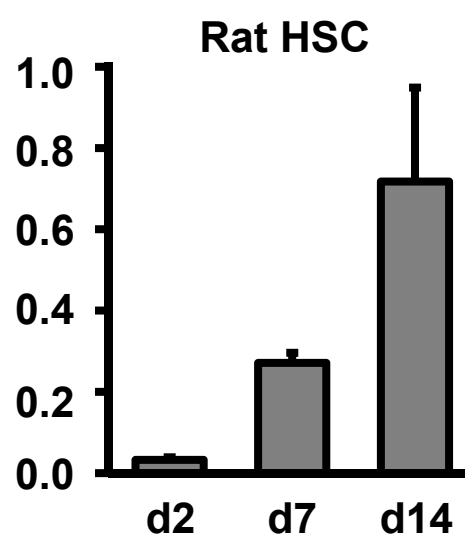

Supplemental Figure 1: Activated rodent HSCs express TGR5. A: Representative immunofluorescence staining of activated murine HSCs for TGR5 (Cy3, red) and Phalloidin-Fitc (Phalloidin-F, shown in green). Cells were cultured for 7 days on plastic dishes, which leads to differentiation into a myofibroblast-like phenotype. Images demonstrate localization of the receptor within the plasma membrane as well as in intracellular vesicular structures. Bar=10 μ m. B: Semiquantitative realtime PCR analysis of rat HSCs at day 2 (d2), day 7 (d7) and day 14 (d14) after isolation and cultivation on plastic dishes demonstrates an upregulation of TGR5 expression in activated HSCs. Data are presented as mean $\pm$ SEM (n=4-5).

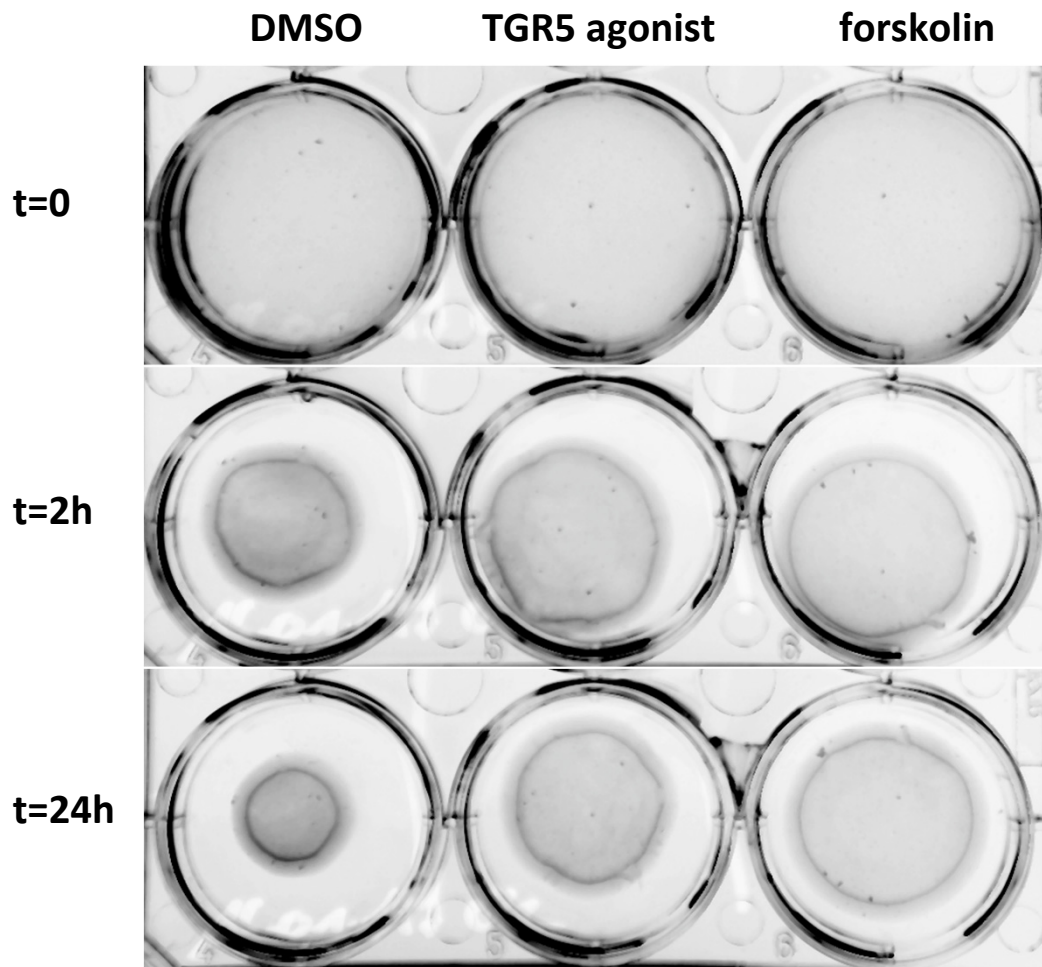

Supplemental Figure 2: Representative image of the HSC contraction assay. HSCs were cultured for 7 days on thick collagen lattices. After 7 days cells were treated with DMSO, a TGR5 agonist (10 μ M) or forskolin (10 μ M) for 30min. After this pre-incubation, cells were treated with ET-1 and lattices were detached from the cell culture dishes. Pictures were taken at time of ET-1 application as well as 2h and 24h after stimulation with ET-1. The size of the collagen lattices for each time point was determined using the ImageJ software as described in the materials and methods section.

How the deposited data were processed for this re-analysis (not part of the article)

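Gene expression was measured in liver RNA of 10 male WT mice, 4 fed chow and 6 fed chow with 1% (w/w) LCA for 84 h, with 1 Affymetrix Mouse Gene 2.0 ST array per mouse and no pooling. The deposited values are log2 values that the authors made with RMA in the R package oligo, by background correction, quantile normalization and a summary of the probes of each probe set, as the methods and the submitters' processing notes state. The authors normalized these arrays together with further arrays that are not analysed here. The version of oligo, the annotation and the genome build behind the probe sets are not given in the sources used here. The table holds 41345 probe sets with no filter, with values from 1.62 to 14.40 and array medians from 5.02 to 5.11, and 0 of its columns were left unmapped. The number of arrays limits the precision, and background signal makes changes of dim probe sets smaller. Probe sets of near-identical paralogs can share signal.

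Gene symbols were taken from the platform table, which gives 1 symbol for 23521 probe sets and several for 1814, and does not list 16010. Of the probe sets with 1 symbol, 23328 have their gene ID in the reference table of the GRCm38.p6 assembly, and 0 symbols changed through it. Apart from Slc51b and Spp1, which carry the names of Table S1, no gene was named from a probe set with several symbols. The lists and the single genes used, per gene, the probe set with 1 symbol and the highest mean over the 10 arrays, which left 22180 genes. Probe sets that are named only in Tables S1 and S2 were not counted in the lists.

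The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, prior degrees of freedom 3.55) on the log2 values, with Benjamini-Hochberg adjustment over 41345 probe sets. A probe set was called up- or downregulated with an adjusted p under 0.05 and a log2 fold change over 1.5 in size, as in the methods. Single genes were given as mean and SD per group, log2 fold change with its standard error, and the adjusted p of limma. The difference of group means was also tested by a two-sided exact permutation test over the 210 splits of 10 arrays into 4 and 6, whose smallest p is 0.00476.

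A total of 36 gene lists were fixed. Those given beside the conclusions of the paper cover acute phase proteins, neutrophil markers, monocyte and macrophage markers, cytokines, chemokines and their receptors, the extracellular matrix and its remodelling, cell cycle genes, bile acid synthesis, the uptake of organic anions and bile acids, the cytochrome P450 family, cholangiocyte and ductular markers, bile acid sensing, bile acid and organic anion export, and stellate cell genes. The others cover Kupffer cell, endothelial, lymphocyte, erythroid and neighbouring tissue markers, the endothelin system, antiproliferative and immediate early genes, the carboxylesterase, UGT, GST and SULT families, the dehydrogenase and aldo-keto reductase families, fatty acid oxidation, lipogenesis, cholesterol synthesis, the urea cycle and amino acid breakdown, complement and coagulation factors, metallothionein and oxidative stress genes, the integrated stress and unfolded protein response, cell death genes, male-biased and female-biased liver genes, clock genes, perivenous and periportal hepatocyte genes, and housekeeping genes. For each list, the members with an adjusted p under 0.05 were counted by direction, over all probe sets and with p-values adjusted over the list alone. Each list was compared with all other genes by camera of limma, with a preset correlation of 0.01 and with an estimated one, and by a one-sided Fisher's exact test for up- and downregulated genes. All these p-values were adjusted over the 36 lists. The GO enrichment of the paper was not repeated, as no GO annotation was used here.

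The genes named in the text follow a rule that takes the genes that the paper names for the arrays or labels in Fig. 1B, the 10 genes with the largest rise and the 10 with the largest fall among those past both thresholds whose groups do not overlap, up to 4 members with the largest change among those that passed in each list and members that did not pass where the paper or the list makes them of interest, the genes that the paper measured by real-time PCR, and any gene for which a mouse stood apart, a part that added no gene. It covers 171 genes, of which 16 were added after results were seen (list members against the direction of their list, an uptake carrier, and markers of sex and of growth hormone signalling). Tables S1 and S2 had been read when the rule and the lists were written, so their values count as seen. Genes outside the rule are marked as picked out or named after their values were seen, as are the members that did not pass where a list has few of them. Apart from the values in these tables, the groups, the main tests, the rule, the lists and the alternatives listed below were set before the data were examined. The tests of mixed RNA, compressed contrast by groups of genes, hepatocyte share, sex and growth hormone signalling and the comparison with real-time PCR were set after results had been seen.

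The response of each mouse was the slope through 0 of its deviations from the chow mean on the mean change of the other LCA-fed mice, over the probe sets called without that mouse. For a list, the slope was taken over the members with an adjusted p under 0.05 without that mouse, adjusted over 22180 genes. Within each group, a mouse was taken to stand apart where its gap to the nearest other mouse, divided by the range of the group, was above Dixon's critical value (0.829 for 4 mice and 0.625 for 6). The alternatives were a filter on dim probe sets (above the median of the array on at least 4 arrays, which keeps 21638), quantile normalization of the 10 arrays, arrays centred on Sdha, Hprt and Gapdh, eBayes with a trend or a robust prior, array weights, 1 probe set per gene, the replicate number as a block, a log2 fold change over 1, an estimated correlation in camera, and leaving out each mouse in turn. The count of calls was also taken for 100 splits of the arrays into 4 and 6, drawn with a fixed seed.

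The steps were tested on simulated data for the comparison of LCA against chow, with 200 of the 41345 probe sets changed at each of 4 sizes. A log2 change of 1 passed the adjusted p for 78% and both thresholds for 1.5% of the probe sets. Both thresholds were passed by 99% at a change of 2, by 99% at 3 and by 100% at 4, and 1 of 40545 unchanged probe sets was called. A mouse simulated with a response of 0.5 was given a response of 0.488.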

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

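The tests of mixed RNA, of compressed contrast by groups of genes, of the share of hepatocytes, of sex and of growth hormone signalling in this part were chosen only after the results they address were seen, and the others were planned. Among 100 splits of the 10 arrays into 4 and 6, only 1, the real one, called as many probe sets as the real one. The real split called 595 and the highest other 9, with 332 up against at most 1 and 263 down against at most 9. For the 9 lists given beside the paper's main groups, for the lists below with most of their members moved, and for the remaining lists with a member that moved, the real split was likewise the only 1 of 100 with as many members moved, and the highest other had 0. The other splits mix chow-fed and LCA-fed mice, which widens the spread within their groups and leaves few calls. Lists with moved members were also picked by their counts in the real split. For the numbers of probe sets, no other split came near the real one, while the counts by list do not test chance.

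LCA replicate 3 responded less than the other LCA-fed mice, with a response of 0.53 and a Dixon ratio of 0.721 within its group. If its RNA were mixed with that of a chow-fed mouse, the share estimated from the upregulated probe sets (62.4%) would predict a mean fall of -0.50 for the downregulated ones. The observed mean fall was -1.06, 2.15 times the prediction, which argues against such a mixture as the whole cause. The standard error of this ratio (0.0739) is over probe sets of 1 array, which are not independent. The prediction also takes the mean response of the other LCA-fed mice, which varied among them, as that of the undiluted RNA. A compressed contrast of the array would shrink all groups of genes alike, and as the whole cause it is argued against by a response of 0.91 (standard error 0.0408) over 17 acute phase and Kupffer cell genes with log2 values under 13, where compression alone allows at most 0.599. These genes come from the lists in which this mouse responded most, and the standard error does not allow for that choice. As a part of the cause it is left open, since the slope of the array on the chow mean over unchanged probe sets (1.00) is set near 1 by the quantile normalization. A weaker reaction of this mouse to the diet, for example through a lower intake of LCA, may be the reason but was not tested.

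Over 171 genes and both groups, a mouse stood apart in 30 of 342 groups of values, and in 13 of these it was LCA replicate 3. Chance gives about 1 in 20 for independent values, but many of these genes were chosen for their large changes and they were measured in the same mice, so this count does not test for more than chance. The gap of LCA replicate 3, as a share of the range of the LCA-fed mice, was 0.641 for Abcb1a, 0.707 for Car3, 0.688 for Ces1d, 0.653 for Cyp7a1, 0.678 for Cyp8b1, 0.665 for Eci1 and 0.795 for Gstm3. It was 0.734 for Ier3, 0.791 for Keg1, 0.712 for Nid1, 0.672 for Serpina6, 0.680 for Slco1a1 and 0.731 for Sult2a8. LCA replicate 1 stood apart for Clec1b (0.671), Cyp2a5 (0.641), Eif2s3y (0.742), Fgl1 (0.811), Mt2 (0.822) and Slc10a2 (0.673). LCA replicate 6 stood apart for Hmox1 (0.666). Among the chow-fed mice, replicate 3 stood apart for Chil3 (0.902), Cxcl10 (0.846), Cyp21a1 (0.844), Cyp26a1 (0.962), Cyp7b1 (0.854) and Dbp (0.901). Chow replicate 1 stood apart for Col1a1 (0.839) and Uty (0.83), chow replicate 2 for Nr1d1 (0.834) and chow replicate 4 for S100a8 (0.912).

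Beyond the genes that the paper discusses for the arrays, 9 lists had most of their members moved in the same direction. All of their calls by camera were lost with an estimated correlation, as given beside each. Of 12 Kupffer cell markers, 8 rose (8 rose and 1 fell when adjusted over the list alone), among them Cd5l (log2 fold change 1.53), Vsig4 (1.44) and Cd163 (1.34), with an adjusted p of 1.01e-07 from camera and an adjusted p = 0.0663 with an estimated correlation. Of 20 antiproliferative and immediate early genes, 12 rose (16 when adjusted over the list alone), among them the cell cycle inhibitor Cdkn1a (3.78), Klf6 (2.31) and Btg2 (1.78), with an adjusted p of 3.69e-11 and an adjusted p = 0.0663 with an estimated correlation. Of 16 metallothionein and oxidative stress genes, 10 rose (12 rose and 1 fell when adjusted over the list alone), among them the pentose phosphate enzyme Pgd (1.86), and 5 rose without chow replicate 2 or without chow replicate 4. Camera gave that list an adjusted p of 1.08e-06, and an adjusted p = 0.0663 with an estimated correlation. Of 15 cell death genes, 9 rose (9 rose and 1 fell when adjusted over the list alone). Among the risen were the apoptosis inhibitor Bcl2l1 (1.76) and Ripk3 (0.96), and 5 rose without chow replicate 1 or without chow replicate 2. The list holds promoters and inhibitors of cell death, so these counts do not show which way cell death moved. The adjusted p of the cell death genes was 2.14e-05, and the adjusted p = 0.0663 with an estimated correlation.

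Of 24 genes of fatty acid oxidation, 19 fell (22 when adjusted over the list alone), among them Acaa1b (-3.00), Fabp1 (-1.97) and Ehhadh (-1.91), with an adjusted p of 1.04e-15 from camera and an adjusted p = 0.0959 with an estimated correlation. Of 17 genes of lipogenesis, 12 fell (14 fell and 1 rose when adjusted over the list alone), among them Scd1 (-2.61) and Pklr (-2.02), and 7 fell without chow replicate 2. Camera gave lipogenesis an adjusted p of 9.65e-10, and an adjusted p = 0.0663 with an estimated correlation. Of 21 genes of the urea cycle and amino acid breakdown, 11 fell (13 fell and 1 rose when adjusted over the list alone), among them Csad (-3.04), Otc (-1.75) and Haao (-1.67), with an adjusted p of 1.4e-06 and an adjusted p = 0.238 with an estimated correlation. The number that fell was 6 without chow replicate 1, 5 without chow replicate 2, 7 without chow replicate 3, 6 without chow replicate 4 and 6 without LCA replicate 6. Of 16 perivenous hepatocyte genes, 10 fell and 1, Gstm3, rose (11 fell and 1 rose when adjusted over the list alone), with an adjusted p of 5.39e-05 and an adjusted p = 0.139 with an estimated correlation. The number that fell was 4 without chow replicate 2 and 6 without chow replicate 4, and Gstm3 (1.98), for which LCA replicate 3 was at 8.86 and the others between 11.22 and 11.83, had an adjusted p of 0.0302 that was above 0.05 (up to 0.1) without any mouse other than LCA replicate 3.

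These falls of hepatocyte genes stood beside the rise of immune cell markers. A smaller share of hepatocytes alone would raise the markers of all other cell types alike. The median log2 fold change of the neutrophil markers was higher than that of the endothelial genes (0.47) by 1.82 (permutation test with 100000 permutations, p = 0.00017). This cannot decide the question, since an influx of neutrophils would give such a gap whatever the share of hepatocytes. A smaller share alone would also lower hepatocyte transcripts by similar amounts. The median log2 fold change was -1.68 for the uptake carriers but -0.42 for the complement and coagulation factors. These values do not decide the question, and their difference was not tested. Both lists were written after Tables S1 and S2 had been read. The uptake list holds strongly lowered carriers of Table S2, and the complement list holds a member that rose. Of the neutrophil markers, Mmp8 and Mmp9 are also on the matrix list. An influx of neutrophils stays open, as does lower expression per hepatocyte under LCA, which may account for the falls but was not tested.

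Of 20 male-biased liver genes, a list written with Table S2 already seen, 12 fell (19 when adjusted over the list alone), among them Elovl3 (-3.54), with an adjusted p of 2.05e-13 from camera and an adjusted p = 0.0663 with an estimated correlation. A difference in sex between the groups is argued against by a mean log2 fold change of -0.35 over the Y-linked genes (Eif2s3y -0.21, Kdm5d -0.56, Uty -0.27) and of 0.16 for Xist. Of these only Kdm5d passed the test (adjusted p = 0.0354 from limma). Its call was lost when any chow-fed mouse or LCA replicate 1, 2 or 6 was left out (adjusted p up to 0.101). Of the growth hormone receptor Ghr and 4 growth hormone targets, 2 were lower, Ghr (-1.77) and Igfals (-2.64), while Igf1 (-0.08), Socs2 (-0.27) and Cish (-0.31) did not pass the test. Reduced growth hormone signalling stays open on these values, as does a general fall of hepatocyte transcripts, which may also account for the male-biased genes and was not tested apart from it.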

How the results depend on the processing

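The numbers of probe sets up and of probe sets down (332 and 263) were 205 and 140 with the replicate number as a block, and 813 and 600 with a log2 fold change over 1, a change that follows from the lower threshold. With the block, 10 monocyte and macrophage markers, 12 cytokines, chemokines and receptors, 14 matrix genes and 3 cell cycle genes rose. Likewise, 6 genes of bile acid synthesis, 3 uptake carriers and 12 P450 genes fell. LCA replicates 5 and 6 have no chow-fed mouse of their number, so with the block they add nothing to the comparison. The blocked comparison rests on 4 pairs, with fewer residual degrees of freedom, which lowers the number of calls. How much of the drop this accounts for was not tested. Nothing says that mice of the same number share a litter or a day. Deviations from the group means correlated at 0.01, -0.04, -0.11 and 0.02 in the 4 pairs over 5000 probe sets, and 0 of 4 chow arrays correlated best with the LCA array of its own number. With an estimated correlation in camera, the adjusted p was 0.0663 for acute phase proteins, neutrophil markers, monocyte and macrophage markers, cytokines, bile acid synthesis and P450 genes, 0.113 for the matrix, 0.14 for the cell cycle and 0.139 for the uptake carriers. This follows from the wider error that a correlation above the preset gives. With each mouse left out in turn, 281 to 414 probe sets were up and 223 to 334 were down, 8 to 23 cell cycle genes rose and 5 to 8 uptake carriers fell. Under the other settings the counts were 334 and 265 with the filter on dim probe sets, 313 and 270 with quantile normalization, 332 and 264 with a trend, 331 and 263 with a robust prior, 349 and 262 with array weights and 266 and 226 with 1 probe set per gene. Centring on Sdha, Hprt and Gapdh gave 407 and 224, moved the median of all log2 fold changes from -0.01 to 0.10 and made 64.5% of the calls up, against 55.8%. The responses kept their direction in every setting run. Of 3072 values of single genes under the alternatives, 2848 stayed on the same side of the threshold, 193 no longer passed, 31 passed only there and 0 passed in the other direction. Small changes of genes without a call could change sign, as for Socs2, at -0.27 with all mice and up to 0.10 with a mouse left out. Of 147 genes with a call, 93 kept it in every alternative, and 50 of the others lost it with the block. A mouse left out ended at most 27 calls (chow replicate 2). Small changes of dim genes are the least certain, as background hides part of them.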

Differences from the paper's values

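The numbers of up- and downregulated genes and the fold changes of Saa3, Orm2, Lcn2, Marco and Cyp7a1 match those of the paper, and all 332 entries of Table S1 and all 263 of Table S2 were called here, with log2 fold changes that differ by at most 4.99e-06. Fig. 1B labels a strongly lower point as Sult2a1. The probe set with the symbol Sult2a1 in the platform table had a log2 fold change of -0.08 (adjusted p = 0.848 from limma). The probe set that the platform table names Sult2a8, listed under the older symbol 2810007J24Rik in Table S2, had a log2 fold change of -5.36 (adjusted p = 0.00127), with LCA replicate 3 at 9.28 and the other LCA-fed mice between 4.80 and 6.01. No alternative set before the data were examined called Sult2a1.

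The paper names oxidation-reduction, sodium-independent organic anion transport and bile acid biosynthesis as the leading GO groups among the downregulated genes. The copy of Table S4 used here lists 371 terms, and these groups are not among them. Its smallest enrichment p is 1e-04 (the paper's value), and the copy of Table S3 lists 1168 terms with a smallest p of 0.00013 (the paper's value). Both copies appear to lack their first rows, so no test was run on them.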

Other observations

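The comparison with real-time PCR and the single genes marked below were chosen only after the results were seen, and the lists were planned. Among the endothelial genes, P-selectin (Selp) had a log2 fold change of 3.11, Vcam1 one of 2.30 and thrombomodulin (Thbd) one of 1.71. Of 29 endothelial genes, 12 rose, 2 fell and 15 did not pass the test (16 rose and 2 fell when adjusted over the list alone), with an adjusted p of 6.55e-07 from camera and an adjusted p = 0.0663 with an estimated correlation. Those that fell, picked out after their values were seen, were Kdr (-0.91) and Oit3 (-0.63). Of 6 genes of the endothelin system, Ednrb rose and Edn1 and, named after their values were seen, Edn2, Edn3, Ece1 and Ece2 did not pass (2 rose and 1 fell when adjusted over the list alone; camera, adjusted p = 0.415), and 2 rose without LCA replicate 3. Edn1 had a log2 fold change of 0.77 (adjusted p = 0.0992 from limma). Of 15 lymphocyte markers, 0 rose and 0 fell by limma, and 3 fell with an unadjusted p under 0.05 (camera, adjusted p = 0.0719).

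Some genes of further hepatocyte enzyme families fell. Of 69 carboxylesterase, UGT, GST and SULT genes, 28 fell, 4 rose and 37 did not pass (34 fell and 4 rose when adjusted over the list alone), among them Ces3b (-4.03) and Ces1f (-3.99), with an adjusted p of 4.54e-10 and an adjusted p = 0.0663 with an estimated correlation. Those that rose were the estrogen sulfotransferase Sult1e1 (3.60), Gstm3, Gstm2 (1.02) and Gstcd (0.78), of which Gstm2 and Gstcd were picked out after their values were seen. Of 83 dehydrogenase and aldo-keto reductase genes, 32 fell, 4 rose and 47 did not pass (37 fell and 5 rose when adjusted over the list alone), among them Hsd3b3 (-3.54) and Hsd3b2 (-3.20), with an adjusted p of 2.44e-09 and an adjusted p = 0.0663 with an estimated correlation. Those that rose, picked out after their values were seen, were Dhrs9 (1.38), Aldh18a1 (1.05), Aldh3b1 (0.76) and Akr1b10 (0.73). Among the risen genes of these families, the call was lost for Gstm3 without any mouse other than LCA replicate 3 (adjusted p up to 0.1), for Gstm2 without chow replicate 1 or 3 (up to 0.0584) and for Gstcd without chow replicate 1, 3 or 4 or LCA replicate 1, 5 or 6 (up to 0.103). It was lost for Dhrs9 without chow replicate 1 or 2 (up to 0.0844), for Aldh18a1 without chow replicate 1, 3 or 4 or LCA replicate 4 or 6 (up to 0.0929), for Aldh3b1 without chow replicate 1, 2 or 4 or LCA replicate 1, 4 or 6 (up to 0.1) and for Akr1b10 without any chow-fed mouse or LCA replicate 2, 4 or 6 (up to 0.0914). Of 25 complement and coagulation factors, 11 fell, 1 rose and 13 did not pass (14 fell and 3 rose when adjusted over the list alone), among them Mbl2 (-2.86), F13b (-1.34) and C8b (-1.04), with an adjusted p of 0.000181 and an adjusted p = 0.291 with an estimated correlation. The member that rose, picked out after its values were seen, was Cfb (0.80). The number of factors that fell was 7 without chow replicate 1, 5 without chow replicate 2, 7 without chow replicate 4, 7 without LCA replicate 5, and 6 with the arrays centred on Sdha, Hprt and Gapdh.

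Of 18 genes of the integrated stress and unfolded protein response, Ddit4 (2.33), Psat1 (1.27) and Atf4 (0.53) rose and 15 did not pass (7 rose and 1 fell when adjusted over the list alone), with an adjusted p of 0.00799 and an adjusted p = 0.16 with an estimated correlation. Of 15 genes of cholesterol synthesis, Sc5d (-0.83) fell and 14 did not pass (1 fell when adjusted over the list alone; camera, adjusted p = 0.244), and 0 fell without chow replicate 2 or 4, where its adjusted p was up to 0.0865, or with the centred arrays. Of 22 female-biased liver genes, a list written with Tables S1 and S2 already seen, Cyp2a4 (-3.41), Cyp2c69 (-2.03), Cyp2c40 (-2.02) and Acot3 (-1.31) fell, Sult1e1 and Prom1 (1.57) rose and 16 did not pass (4 fell and 4 rose when adjusted over the list alone; camera, adjusted p = 0.244). Of 17 clock genes, Dbp (-2.29), Tef (-1.25), Nr1d1 (-1.01) and Hlf (-0.91) fell, Per1 (1.23) rose and 12 did not pass (6 fell and 2 rose when adjusted over the list alone; camera, adjusted p = 0.244), and 8 fell without chow replicate 3. Of 14 periportal hepatocyte genes, Apoa4 (1.96), Cdh1 (1.38) and Ctsc (1.11) rose, Cyp2f2 (-2.31), Pigr (-1.78) and Sult5a1 (-1.57) fell and 8 did not pass (3 rose and 5 fell when adjusted over the list alone; camera, adjusted p = 0.289). Of 8 erythroid and blood markers, Car1 (-2.95) fell and 7 did not pass (3 rose and 1 fell when adjusted over the list alone; camera, adjusted p = 0.414), with a median of 0.18, a mean of -0.07 and a camera test that points up. Of 14 markers of pancreas, gallbladder and adipose tissue, 0 rose and 0 fell by limma, and 1 rose and 1 fell with an unadjusted p under 0.05 (camera, adjusted p = 0.604), with a median of -0.04, a mean of 0.10, a camera test that points down and 1 member risen without LCA replicate 5. Acot3, Prom1, Hlf, Cdh1 and Ctsc were picked out after their values were seen. The call was lost for Atf4 without chow replicate 1, 2 or 4 or LCA replicate 4, 5 or 6 (adjusted p up to 0.112) and with quantile normalization, and for Per1 without chow replicate 2, 3 or 4 or LCA replicate 1, 2 or 6 (up to 0.0871). It was lost for Acot3 without chow replicate 1, 2 or 3 or LCA replicate 6 (up to 0.0724) and for Prom1 without any mouse other than LCA replicate 3 (up to 0.0954). For Dbp, chow replicate 3 was at 8.30 and the other chow-fed mice between 10.58 and 10.83, and for Nr1d1, chow replicate 2 was at 10.45 and the others between 9.93 and 10.02.

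Of 8 housekeeping genes, Actb (1.10), Ywhaz (0.73) and Rplp0 (0.71) rose, Sdha fell, and Hprt, Gapdh and, named after their values were seen, Tbp and B2m did not pass (5 rose and 2 fell when adjusted over the list alone; camera, adjusted p = 0.0608). Rplp0 was lost without any mouse other than chow replicate 1 and LCA replicate 3 (adjusted p up to 0.146), and with quantile normalization, a trend, a robust prior or array weights. The paper states that the choice among SDHA, HPRT-1 and GAPDH as reference gene for real-time PCR made no difference. On the arrays Sdha fell from 11.60 ± 0.10 (SD, n = 4) to 10.72 ± 0.17 (SD, n = 6), with an adjusted p of 0.00111 from limma. The log2 fold change of Sdha was -0.88, and it was -0.85 with quantile normalization of the 10 arrays and -0.77 with the arrays centred on Sdha, Hprt and Gapdh. Hprt had a log2 fold change of 0.38 (adjusted p = 0.109) and passed the test with the centred arrays, and Gapdh had one of 0.17 (adjusted p = 0.377).

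Table 1 of the paper gives real-time PCR values of LCA-fed against chow-fed WT livers relative to SDHA, which fell on the arrays, while the array values are not relative to a gene. Table 1 does not state its number of mice, and for the collagen genes the legend of Fig. 4 gives more LCA-fed mice than the arrays have, so the sizes below are not of like groups or scales. Of its 33 genes, 29 were measured here, and of 27 raised in the table, 14 rose on the arrays (8 of them past a log2 fold change of 1.5), 1, Ccl25, fell and 12 did not pass. Passing refers here to the p adjusted over all probe sets, while the paper names p under 0.05 and no adjustment for real-time PCR. Of the 12, Ccr1, Tgfb2, Vegfc, Tnf, Tgfbr1, Cxcl10 and Cxcl1 were higher with an unadjusted p from 0.00553 to 0.047 (limma). Ackr3, Aoc3, Ccnd1, Cxcr3 and Il10 were not below 0.05 without adjustment either. Across the 29 genes, which are not independent replicates, the log2 fold changes of the table and of the arrays had a Pearson r of 0.94 (permutation p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 2e-05) and a Spearman rho of 0.72 (permutation p = 3e-05; adjusted p = 3e-05), with adjustment over these 2 correlations. Over the raised genes alone r was 0.81 and rho 0.65. The median log2 fold of the raised genes was 1.15 on the arrays, against a median of 4.14 in the paper's Table 1, and the median gap per gene was 3.29.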
